# miR-486 is essential for muscle function and suppresses a dystrophic transcriptome

**DOI:** 10.26508/lsa.202101215

**Published:** 2022-05-05

**Authors:** Adrienne Samani, Rylie M Hightower, Andrea L Reid, Katherine G English, Michael A Lopez, J Scott Doyle, Michael J Conklin, David A Schneider, Marcas M Bamman, Jeffrey J Widrick, David K Crossman, Min Xie, David Jee, Eric C Lai, Matthew S Alexander

## Abstract

miR-486 is a muscle-enriched microRNA, or “myomiR,” that has reduced expression correlated with Duchenne muscular dystrophy (DMD). To determine the function of miR-486 in normal and dystrophin-deficient muscles and elucidate miR-486 target transcripts in skeletal muscle, we characterized *mir-486* knockout mice (*mir-486* KO). *mir-486* KO mice developed disrupted myofiber architecture, decreased myofiber size, decreased locomotor activity, increased cardiac fibrosis, and metabolic defects were exacerbated in *mir-486* KO:*mdx*^*5cv*^ (DKO) mice. To identify direct in vivo miR-486 muscle target transcripts, we integrated RNA sequencing and chimeric miRNA eCLIP sequencing to identify key transcripts and pathways that contribute towards *mir-486* KO and dystrophic disease pathologies. These targets included known and novel muscle metabolic and dystrophic structural remodeling factors of muscle and skeletal muscle contractile transcript targets. Together, our studies identify miR-486 as essential for normal muscle function, a driver of pathological remodeling in dystrophin-deficient muscle, a useful biomarker for dystrophic disease progression, and highlight the use of multiple omic platforms to identify in vivo microRNA target transcripts.

## Abstract (precis)

The authors identify miR-486 as essential for normal muscle function and a driver of dystrophic transcriptomic pathways using mir-486 knockout mice and multiple sequencing platforms.

## Introduction

Skeletal muscle is a remarkable organ with intrinsic plasticity because of its regenerative and reparative capabilities in response to exercise, traumatic injury, and disease. The ability to respond to these stimuli require tunable changes in gene expression often under the control of noncoding RNAs (Chen et al, 2020; Aránega et al, 2021; Archacka et al, 2021; La Rocca et al, 2021). A subset of miRNAs have been identified and shown to be muscle-enriched, play key functional roles in myogenesis and muscle function, and are referred to as myomiRs (Horak et al, 2016). In DMD patients, miRNAs isolated from DMD patient serum are used as biomarkers for disease progression and have been referred to as “dystromiRs” (Zaharieva et al, 2013). When used in combination with a therapeutic treatment such as exon-skipping phosphorodiamidate morpholino oligomers or peptide-conjugated phosphorodiamidate morpholino oligomers, these dystromiRs can be restored to normal levels, thus making them attractive candidates for marking dystrophic disease progression (Coenen-Stass et al, 2018). *mir-486* is a myomiR whose stem loop sequence is embedded within the *ANKYRIN1* (*ANK1*) locus and is strictly conserved across mammals (Small et al, 2010; Alexander et al, 2011). Previously, we demonstrated that miR-486 regulates a DOCK3/PTEN/AKT signaling axis in skeletal muscle, and muscle-specific overexpression of miR-486 improves dystrophic symptoms in dystrophin-deficient (*mdx*^*5cv*^) mice (Alexander et al, 2014). Although the reduction of miR-486 expression in dystrophic muscle is known, the suitability of miR-486 as a DMD disease progression biomarker, the mechanism for miR-486 dysregulation in DMD muscle, the in vivo targets of miR-486 in muscle, and the functional consequences of the genetic ablation of *mir-486* in mice in normal and dystrophic muscle remain to be elucidated.

## Results

We first assessed miR-486 levels in normal and DMD patient skeletal muscle biopsies to define its expression with regards to ambulatory status, an important biomarker of DMD disease progression (Fowler et al, 2018; Rooney et al, 2020). Expression of miR-486 in ambulatory DMD quadriceps biopsies was significantly lower than healthy quadriceps (Fig 1A). miR-486 expression in DMD nonambulatory muscle also decreased compared with both healthy muscle and ambulatory DMD muscle (Fig 1A). Skeletal muscle biopsies from Becker muscular dystrophy patients showed a less decrease in miR-486 expression to DMD, demonstrating that reduced miR-486 is correlated to pathology related to the loss or decrease of a functional dystrophin protein (Fig 1A). To evaluate this in a DMD mouse model, we assessed miR-486 levels in three different muscle groups across five DMD disease-relevant time points (1, 3, 6, 9, and 12-mo-old) in both *mdx*^*5cv*^ and wild-type mice. The *mdx*^*5cv*^ mice demonstrated significantly decreased miR-486 expression in the tibialis anterior (TA), soleus, and diaphragm compared with WT mice (Fig 1B). This decrease in miR-486 expression remained lower overall in expression when normalized to WT muscle controls at each DMD disease-relevant time point (Fig 1B). MyoD and SRF are important transcriptional activators in skeletal muscle that drive myogenic differentiation of satellite cells into mature myofibers during differentiation and repair (Guerci et al, 2012; Yamamoto et al, 2018). Myogenic differentiation and muscle fiber repair mechanisms are impaired in DMD pathology (Chang et al, 2016; Houang et al, 2018). We sought to determine if MyoD and SRF signaling played a role in the regulation of miR-486 expression by evaluating MyoD- and SRF-binding dynamics within the *miR-486* host gene *ANKRYIN1* (*ANK1*), specifically at the muscle-enriched *ANK1-5* promoter region. Using chromatin immunoprecipitation (ChIP), both MyoD and SRF DNA-binding at the human *ANK1-5* promoter were decreased in DMD patient myoblasts and myotubes (Fig 1C). This result led us to investigate the expression levels of other MyoD- and SRF-related myogenic signaling factors that drive miR-486 expression across the lifespan of *mdx*^*5cv*^ mice in affected dystrophic muscles. Quantitative PCR of MyoD and SRF signaling factors revealed decreased expression in correlation with dystrophic disease progression in the *mdx*^*5cv*^ mouse muscles (Fig 1D).

**Figure 1.**
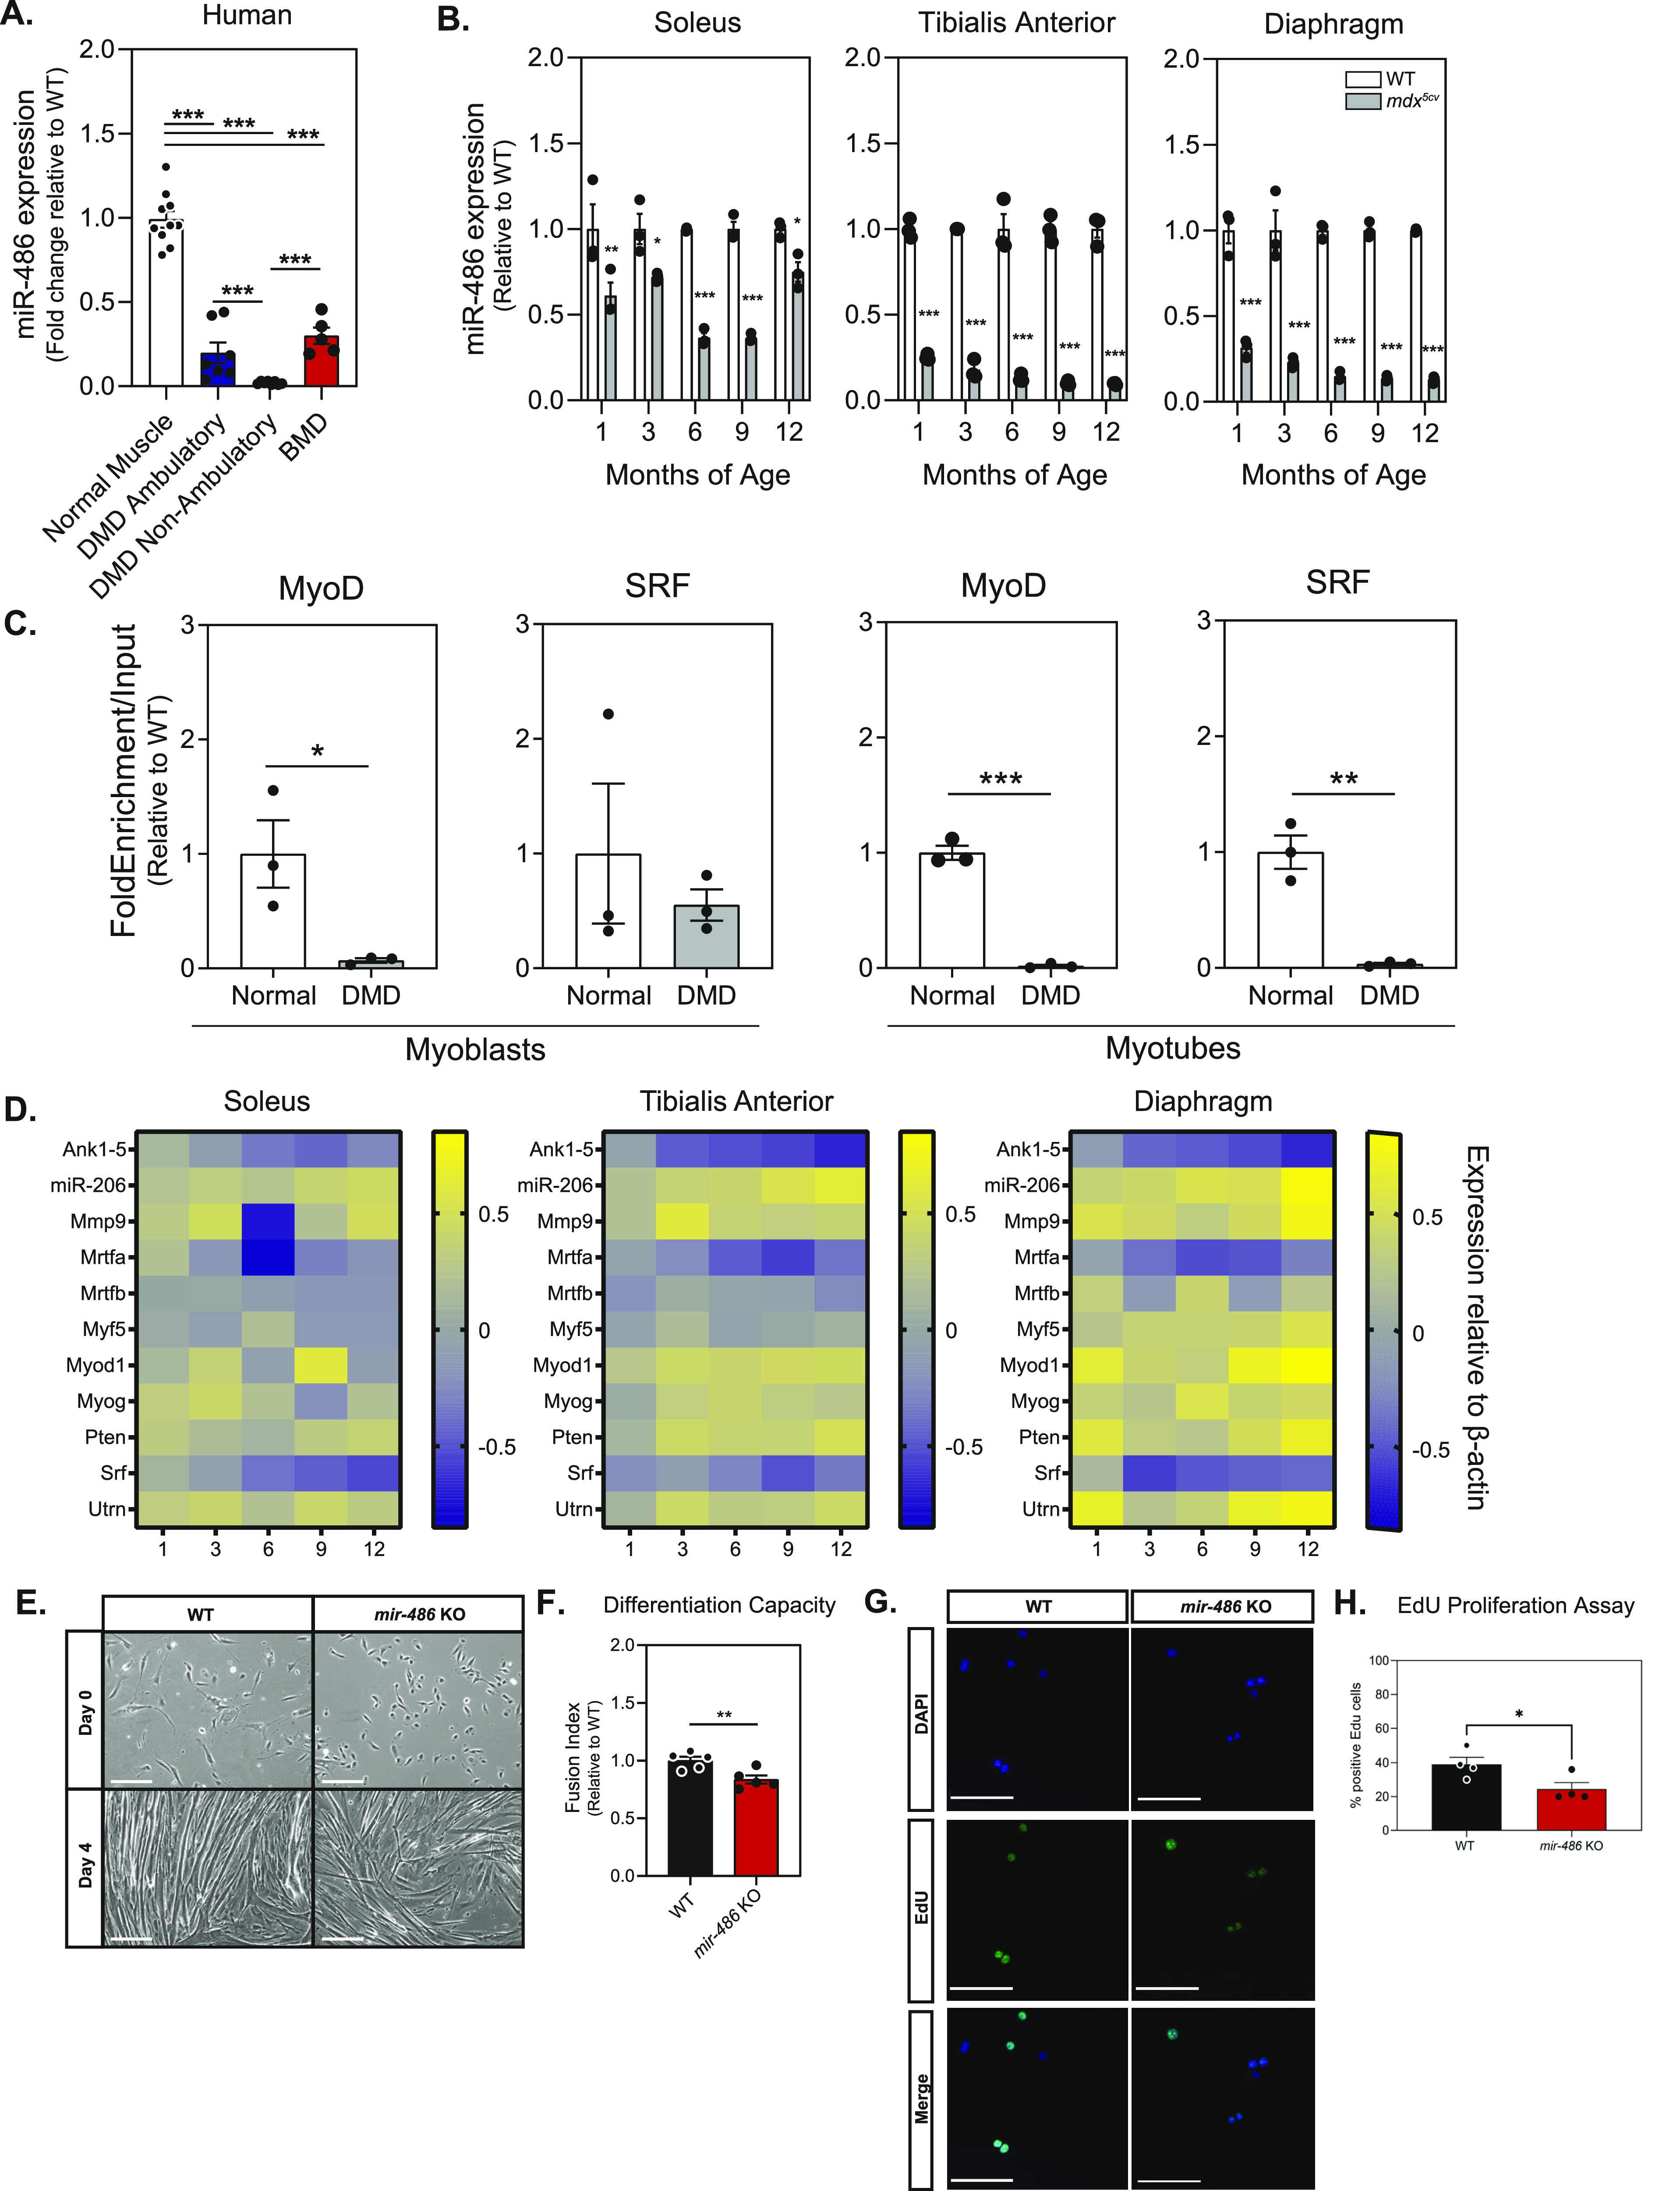
*miR-486* skeletal muscle expression decreases in DMD. **(A)** Quantitative PCR reveals decreased expression of miR-486 in dystrophic human skeletal muscle compared with control human skeletal muscle and Becker muscular dystrophy muscle (N = 8 individual samples: normal muscle, DMD ambulatory, and DMD nonambulatory; N = 5 for Becker muscular dystrophy samples). **(B)** Quantitative PCR reveals decreasing expression of miR-486 in the *mdx*^*5cv*^ dystrophic mouse model skeletal muscle at 1, 3, 6, 9, and 12 mo of age compared with WT control muscle (N = 3 samples per genotype and time point). **(C)** ChIP revealed myogenic factors MyoD and SRF demonstrate decreased binding at the promoter of ANK1-5 in isolated *mdx*^*5cv*^ myoblasts and differentiated myotubes compared with WT controls (n = 3 replicates). **(D)** Heat maps demonstrate changes in expression of myogenic factors in *mdx*^*5cv*^ tibialis anterior, soleus, and diaphragm muscles over 1, 3, 6, 9, and 12 mo of age compared with WT control muscle. Yellow indicates an increase in expression and blue indicates a decrease in expression relative to WT control muscle (N = 3 replicates). **(E)** Phase contrast reveals disrupted myoblast differentiation capacity. Photomicrographs show differentiated myotubes after 4 d of culturing from primary isolated satellite cells. WT and *mir-486* KO satellite cells were isolated from < p10 pups and cultured for 4 d. 10×, scale bar = 200 μm. **(F)** Myogenic fusion indices calculated from day 4 myotube culture images depicted as calculated by dividing the number of nuclei within multinucleated myofibers by the total number of nuclei (N = 5 replicates per genotype). **(G)** Images assessing myoblast proliferation in *mir-486* KO mice versus WT. Cells were stained with DAPI and EdU and quantified. **(H)** Quantification of the EdU proliferation assay, N = 4 separate fields of 100 cells per genotype cohort (mean ± SEM).

As miR-486 expression is significantly and progressively decreased in DMD, we sought to map its functional role in skeletal and cardiac muscle. *mir-486* KO mice generated by CRISPR exhibit an 85-bp deletion within the pre-miRNA hairpin (Fig S1A and B). Ablation of *mir-486* was further validated via Northern blot as it was undetectable in both *mir-486* KO TA and whole heart (Fig S1C). Western immunoblotting demonstrated that ANK1-5 protein expression was unperturbed in the *mir-486* KO mice that was further confirmed using quantitative RT-PCR showing no disruption of *Ank1-5* transcript levels (Fig S1D and E). These results demonstrated that *mir-486* KO-associated muscle pathologies are unlikely to involve disruption of its host gene. We evaluated the role of miR-486 in myogenic differentiation by measuring myogenic differentiation capacity in the *mir-486 KO* primary myoblasts. The *mir-486* KO myoblasts showed decreased myogenic differentiation capacity compared with WT controls (Fig 1E and F). These results aligned with our previous findings that *mir-486* shRNAi knockdown in myoblasts delayed myogenic differentiation and decreased overall differentiation capacity (Alexander et al, 2014). We next wanted to determine what effects the genetic loss of mir-486 had on overall muscle cell proliferation rate and differentiation capacity. We observed a significant decrease in the proliferation rate observed in the *mir-486* KO primary myoblasts may be attributed to other defects in muscle hypertrophic growth and defects in cellular differentiation (Fig 1G and H). These findings are consistent with the previously published literature in which muscle myomiRs regulate essential phases of myogenic processes such as cell proliferation, differentiation, muscle function, and myogenic fusion (Chen et al, 2006, 2010; McCarthy & Esser, 2007; Dey et al, 2011; Alexander et al, 2013). The reduction in proliferation in the absence of the miRNA may delegate miR-486 as an essential driver of muscle cell proliferation and myogenic differentiation.

**Figure S1.**
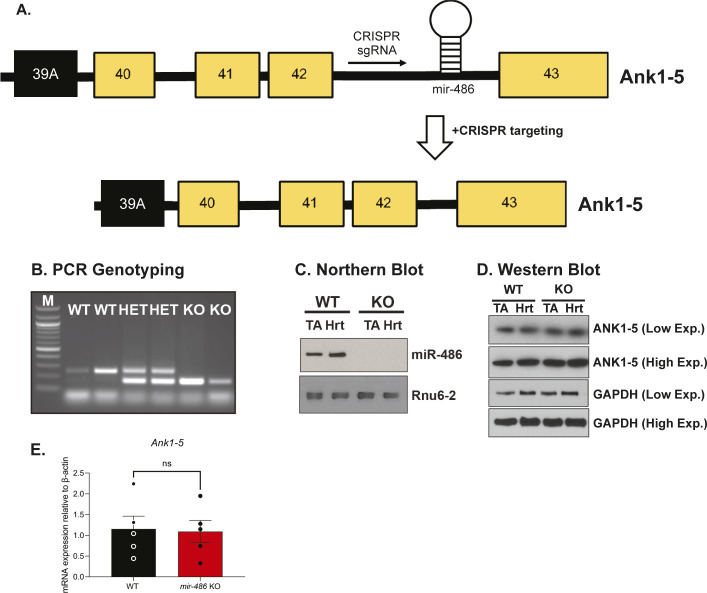
Identification and selection of *mir-486* KO mice. **(A)** Schematic highlighting the CRISPR sgRNA targeting sites at the mouse *Ank1* locus. Black boxes indicate alternative exon 39a, which is the starting exon for *Ank1-5* transcript. **(B)** PCR genotyping reveals an 85-bp deletion in intron 42 of the larger, non-muscle–enriched *Ankyrin1* transcripts. Deletion contains the entire stem loop of the mature *miR-486* transcript. **(C)** Northern blot confirms no miR-486 detected in *mir-486* KO tibialis anterior or heart muscle. **(D)** Western blot confirms no change in expression of host gene *Ank1*, which is critical to evaluating phenotypes as a direct result of *mir-486* disruption. **(E)** Real time qRT-PCR shows no change in expression level in *Ank1-5* transcript between WT and *mir-486* KO TA muscles. n = 5 samples per cohort. ns, non-significant.

To determine how *mir-486* genetic loss affects skeletal muscle, we examined histological sections of control and *mir-486 KO* TA muscles (Fig 2A). *mir-486 KO* mice exhibit decreased overall myofiber cross-sectional area, increased centralized myonuclei, and increased fibrosis that was exacerbated in the dystrophic *mdx*^*5cv*^ background (Fig 2B–D). We asked if these disruptions played a larger role in whole body composition or locomotion in the *mir-486* KO mice. Interestingly, *mir-486* ablation did not significantly alter fat mass, lean mass, or overall total body mass (Fig S2A–C). In addition, *mir-486* KO did not affect extensor digitorum muscle strength, as measured by peak force per unit physiological cross-sectional area, suggesting that miR-486’s function may not directly explain DMD physiological force deficits (Fig S2D). DMD-associated dilated cardiomyopathy is a cardinal hallmark of advanced DMD pathology, and given the high expression of miR-486 in cardiomyocytes, we next examined the functional consequences of *mir-486* disruption on heart function (Buddhe et al, 2018). Notably, histopathological analysis of *mir-486* KO mouse hearts showed increased fibrosis compared with WT controls (Fig 3A and B). Echocardiograms of the adult *mir-486* KO mice revealed a decreased fractional shortening, ejection fraction, and several other parameters that were exacerbated in the *mir-486* KO:*mdx*^*5cv*^ (DKO) mice (Fig 3C–M). These results demonstrate that miR-486 is involved in pathological remodeling during DMD-associated dilated cardiomyopathy.

**Figure 2.**
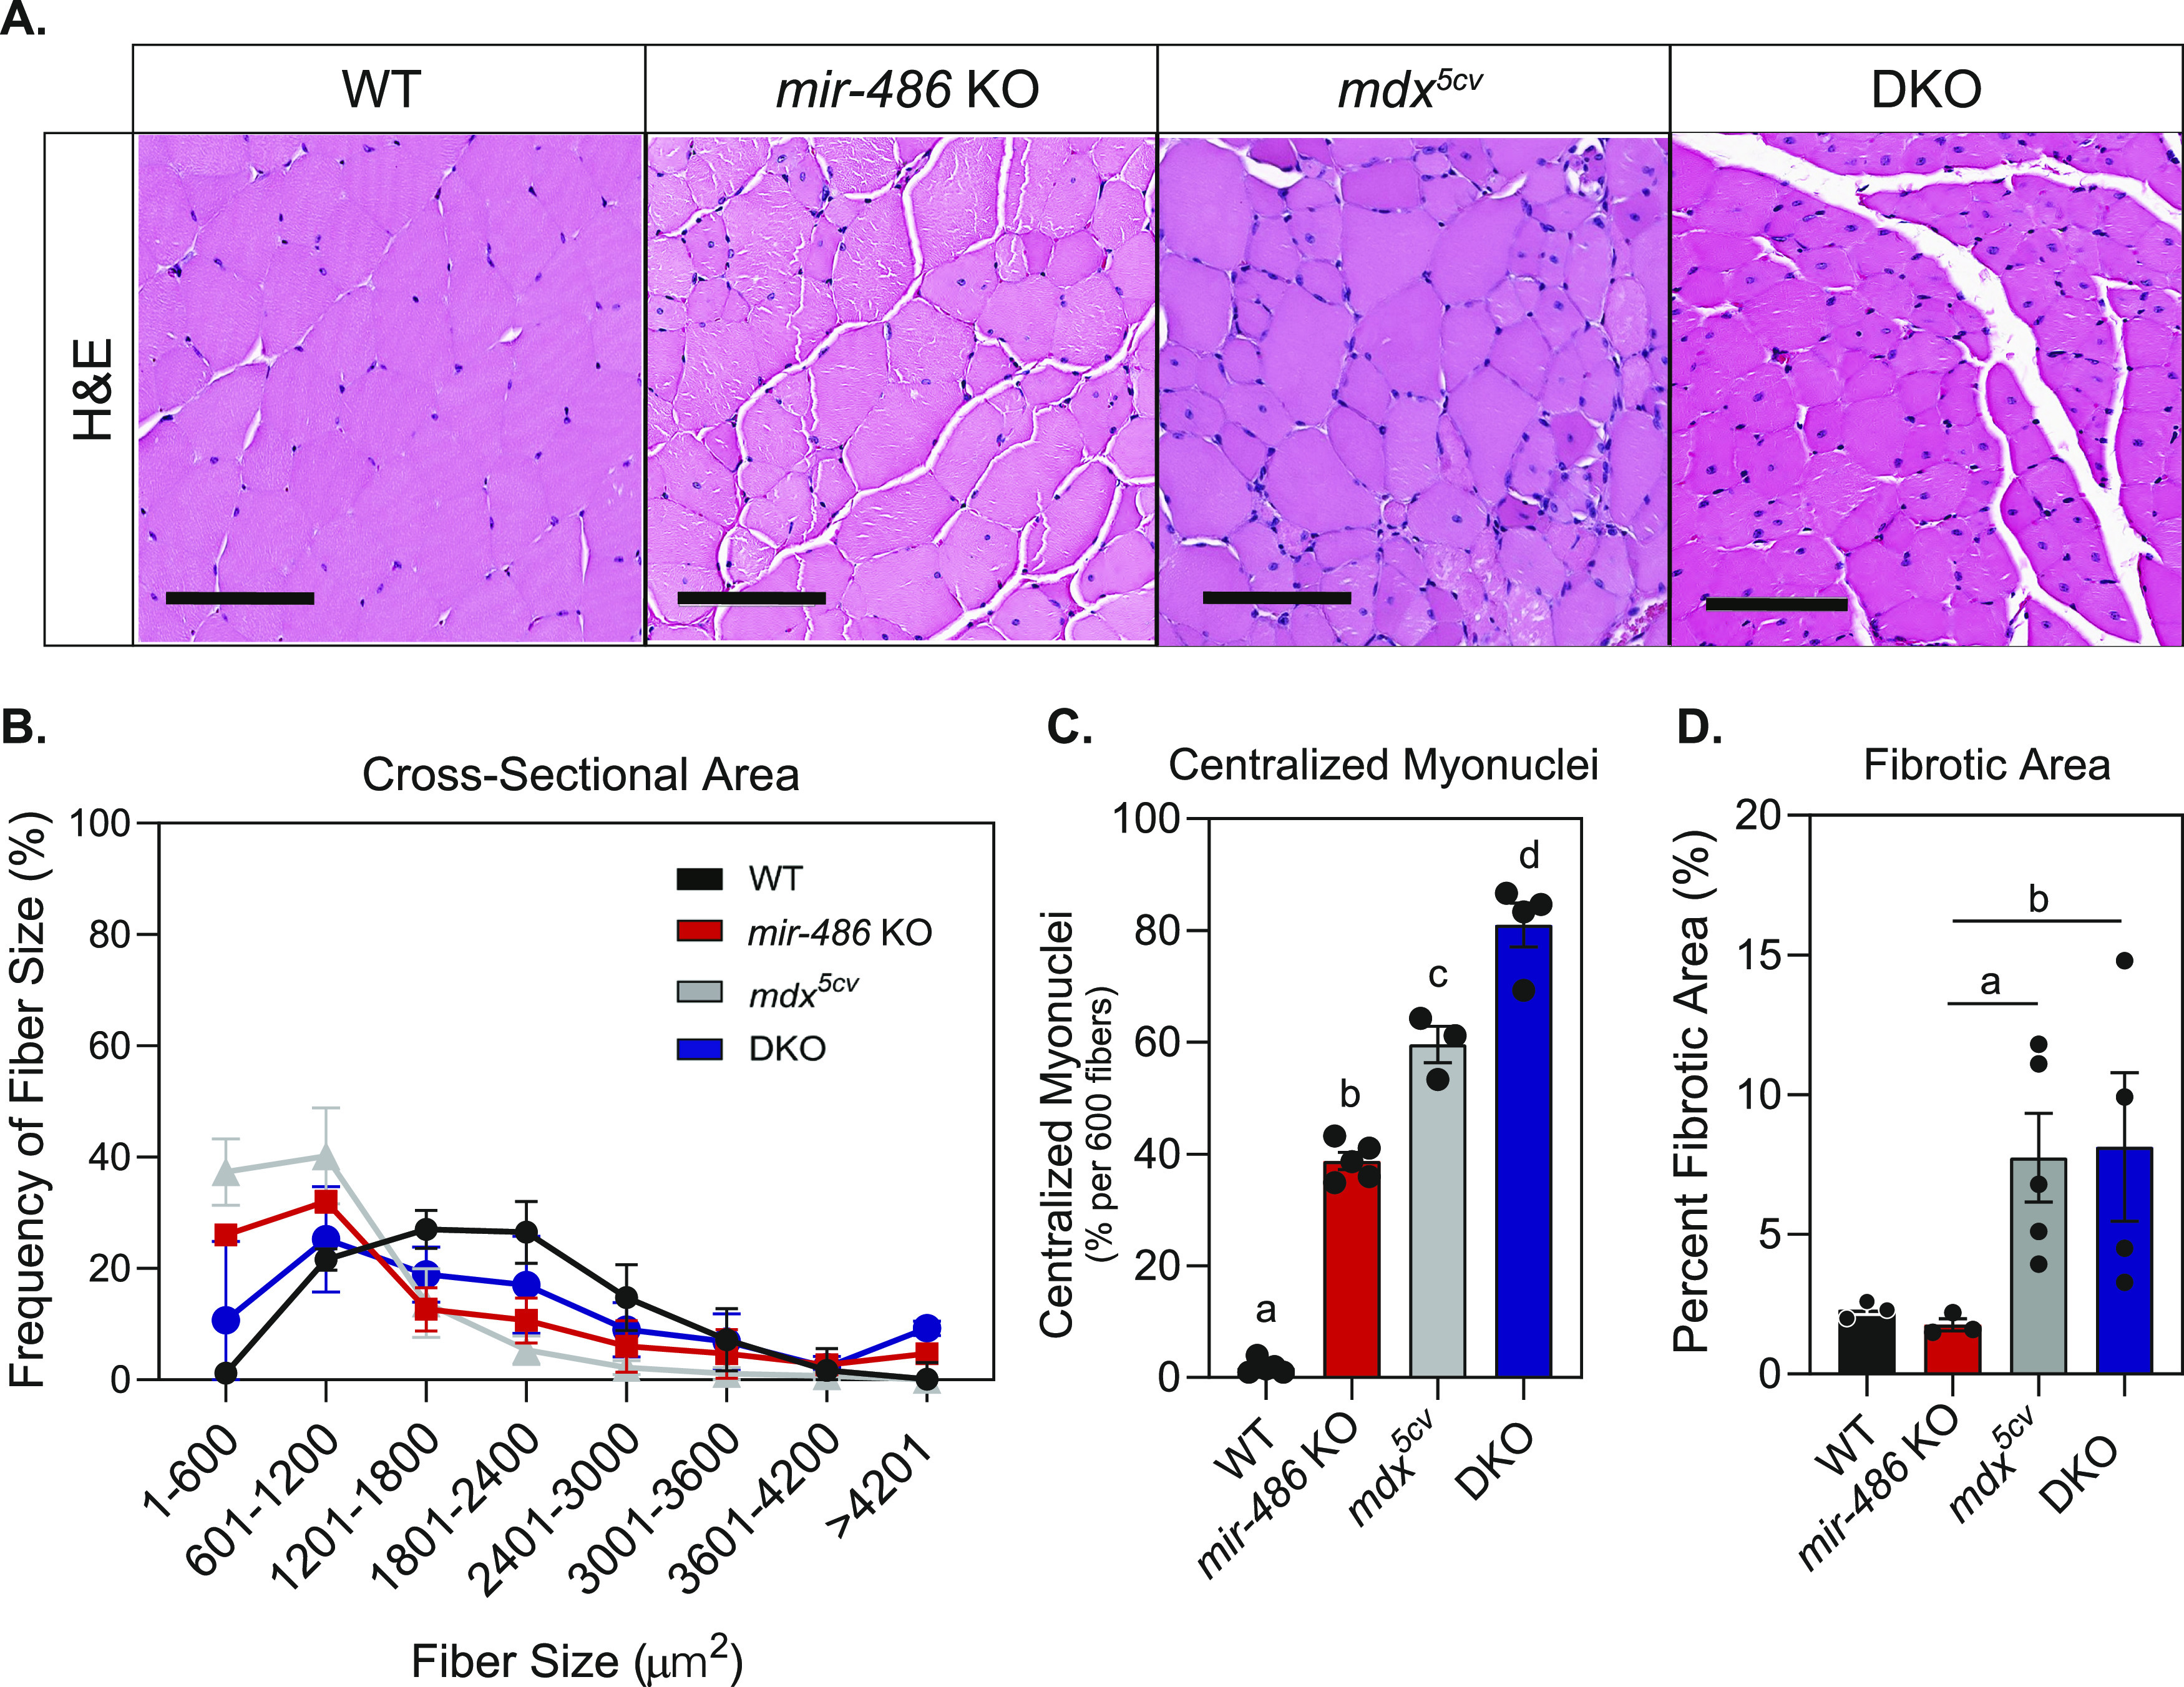
*mir-486* knockout mice demonstrate histological defects in skeletal muscle. **(A)** H&E staining of transverse sections of tibialis anterior (TA) muscles at 6 mo of age. Scale bars = 200 μM. **(B)** Cross-sectional area of myofibers in TA muscles were measured using ImageJ based on H&E staining. Six hundred fibers from five mice of each genotype were counted. **(C)** Centralized myonuclei in WT and *mir-486* KO TA muscle at 6 mo of age were counted using ImageJ. Six hundred fibers from five mice of each genotype were counted. Means with different letters are significantly different (Tukey’s HSD, *P* < 0.05). Sections cut at a thickness between 7 and 15 μm. **(D)** Fibrotic area was quantified as a percentage of total area using ImageJ. Five mice of each genotype were counted. *P ≤ 0.05. N = 5 mice per genotype cohort.

**Figure S2.**
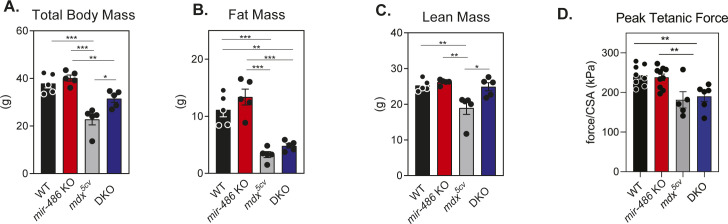
*mir-486* KO mice demonstrate differences in mass distribution and muscle physiology. **(A)** Total body mass shows overall weight of mice, measured in grams. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001. **(B, C)** Fat and lean masses measured using quantitative magnetic resonance (QMR) demonstrating differences in mass distribution between genotype cohorts. **P ≤ 0.01, ***P ≤ 0.001. **(D)** Ex-vivo isolated muscle physiology reveals differences in peak tetanic force relative to myofiber cross-sectional area between genotype cohorts. **P ≤ 0.01. **P ≤ 0.01, ***P ≤ 0.001.

**Figure 3.**
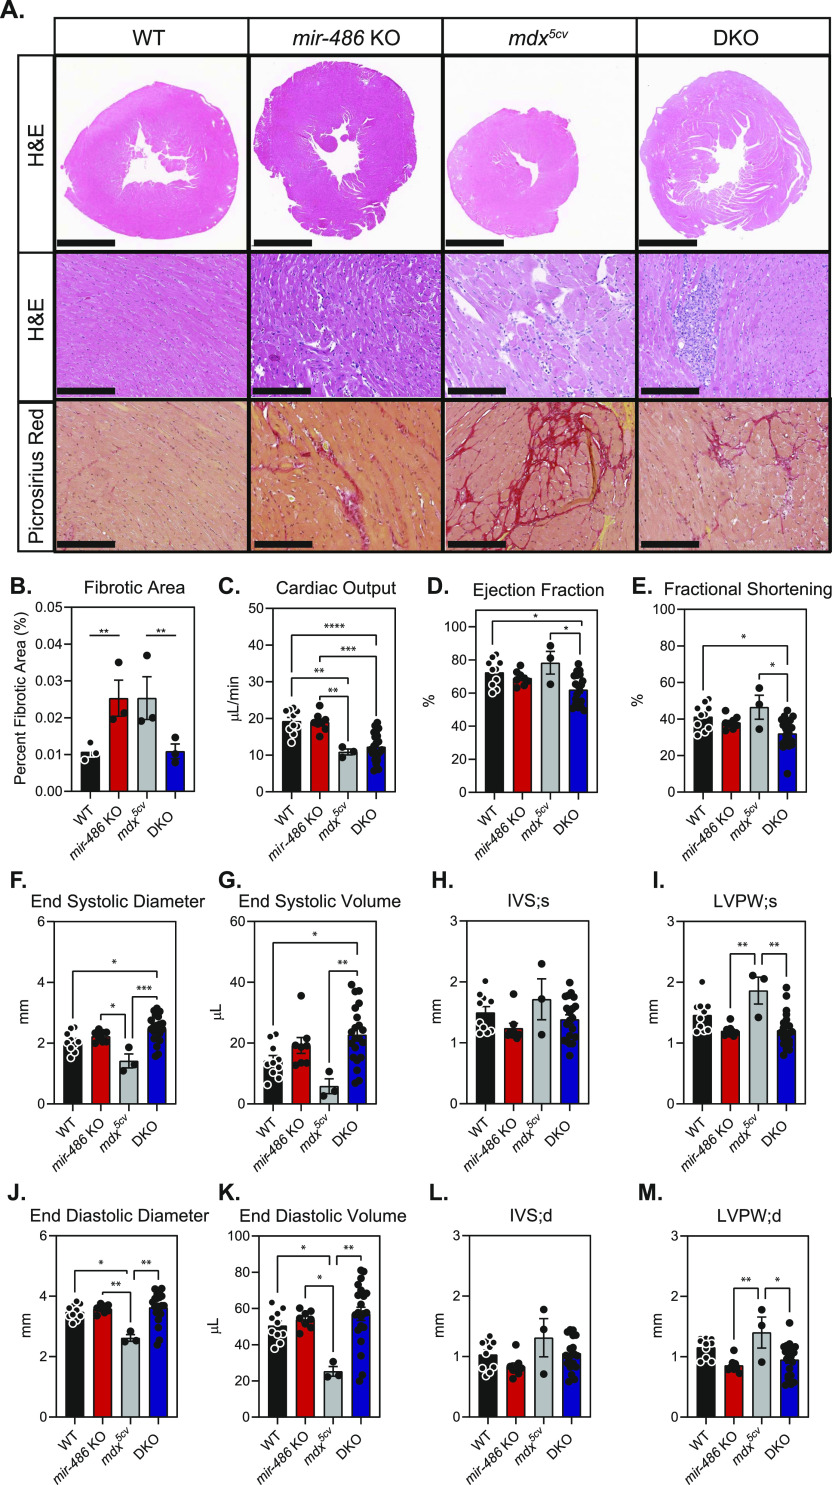
*mir-486* KO mice develop functional and histological cardiac dysfunction. **(A)** Top row: representative hematoxylin and eosin-stained transverse sections of isolated left ventricle (LV). Scale bar = 2 mm. Middle row: representative hematoxylin and eosin-stained left ventricular myocardial sections. Scale bar = 300 μM. Bottom row: representative picrosirius red–stained images of left ventricular myocardial sections. Scale bar = 200 μM. Dark red areas indicate fibrotic tissue in picorosirus-stained sections. Sections cut at a thickness between 50 and 200 μm. **(B)** Fibrotic area calculated from picrosirius red–stained sections using ImageJ (five images from three animals per genotype). **P ≤ 0.01. N = 3 mice per genotype cohort. **(C)** Cardiac output (μL/min). **(D)** Percent ejection fraction. **(E)** Percent fractional shortening. **(F)** End systolic diameter (mm). **(G)** End systolic volume (μL). **(H)** IVS; s = intraventricular septum thickness during systole (mm). **(I)** LVPW; s = left ventricular posterior wall thickness during systole (mm). **(J)** End diastolic diameter (mm). **(K)** End diastolic volume. **(L)** IVS; d = intraventricular septum thickness during diastole (mm). **(M)** LVPW; d = left ventricular posterior wall thickness during diastole (mm). Approximately 8–20 mice per genotype were analyzed. Data are represented as mean ± SEM. *P ≤ 0.05, **P ≤ 0.01. Cardiac function parameters were obtained using VisualSonics small animal echocardiogram equipment and analyzed using VevoLab software.

Because of enrichment of miR-486 in skeletal muscle, we sought to define the relationship between the loss of miR-486 and the expression of the four DMD disease-relevant dystromiRs, miR-1, miR-133a, miR-133b, and miR-206. Interestingly, only miR-133b was decreased in *mir-486* KO TA muscles (Fig 4A–D). To understand the effects of *mir-486* ablation on the overall skeletal muscle transcriptome, we performed RNA sequencing on *mir-486* KO and WT TA muscles. RNA sequencing revealed that 96 transcripts significantly increased in expression, and 190 transcripts significantly decreased in expression in *mir-486* KO TA muscles compared with WT (Fig 4E). To identify pathways preferentially targeted by miR-486, we used g:Profiler software to perform pathway enrichment analysis on the 96 transcripts that significantly increased in expression and the 190 transcripts that significantly decreased in expression in the *mir-486* KO TA muscles. The top 5 enriched pathways identified by g:Profiler were extracellular matrix, collagen-containing extracellular matrix, regulation of multicellular organismal processes, extracellular region, and vasculature development as shown by the g:GOSt multi-query Manhattan plot (Fig 4F). The top 10 transcripts increased in expression and top 10 transcripts decreased in expression in *mir-486* KO compared with WT are shown (Fig 4G and H). To evaluate targets of miR-486 in vivo, we performed chimeric enhanced cross-linking immunoprecipitation-sequencing (eCLIP-seq) to identify miR-486 muscle transcripts that may influence muscle function in complementation with our bulk *mir-486* KO RNA-seq analysis. Whole TA muscles from WT mice were biopsied and Argonaute-2 (Ago2)-miRNA complexes were immunoprecipitated with miR-486 bound to target mRNA transcripts (Van Nostrand et al, 2016). miR-486–specific sequence adapters were then ligated to the miRNA–mRNA hybrid chimera molecules followed by de–cross-linking, and the miR-486–bound transcripts were amplified into a cDNA library (Fig 5A). The library was sequenced using *mir-486* KO TA muscles as a control, revealing *miRNA-486*–bound targeted transcripts. The chimeric eCLIP-seq peak tracks demonstrate the chromosomal location of the 18 differentially expressed transcripts throughout the mouse genome (Fig 5B). The sequencing peaks of one of the identified transcripts *Mt2* are highlighted using the Integrated Genome Viewer sequencing visualization tool (Fig 5B). Chimeric eCLIP-seq revealed miR-486 binding to many 3′UTRs but also interestingly to a large numbers of coding sequences (CDS) in muscle genes (Fig 5C and D). The top 10 peaks that represent miR-486:mRNA bound complexes identified through chimeric eCLIP-seq analysis represent binding sites are listed in Fig 5E, and the full list of identified peaks is shown in Table S1. We performed functional enrichment analysis using the g:Profiler tool set to identify key gene ontology pathways of miR-486 muscle chimeric eCLIP-seq targets (Raudvere et al, 2019). The g:Profiler analysis revealed significant enrichment of miR-486 binding to contractile fiber, myofibril, sarcomere, and other muscle-associated targets as shown by the g:GOSt multi-query Manhattan plot (Fig 5F). We next performed quantitative PCR expression analysis on the 18 miR-486 targets (Table S1) identified through eCLIP-seq analysis and compared those to the transcriptome from our *mdx*^*5cv*^ dystrophic mouse TA muscles. 

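The *mdx5cv* transcriptome was measured by bulk RNA-seq of TA muscles from 4 *mdx5cv* mice, a dystrophic model with a mutation in *Dmd*, and 4 WT mice, all 6 mo old. The libraries were stranded and were made from total RNA after depletion of ribosomal RNA. The authors deposited normalized counts per gene, in which the reads of each sample had been divided by a size factor for that sample. Dividing each column by its smallest value above 0 gave whole reads for 100% of the values, and the size factors were equal to the median-of-ratios factors computed by DESeq2. The size factors ranged from 0.873 to 0.944 in WT muscles and from 1.06 to 1.25 in *mdx5cv* muscles. The recovered reads per muscle ranged from 13862559 to 14921057 in WT, with a median of 14434701.5, and from 13175524 to 14502624 in *mdx5cv*, with a median of 13986113.5. A few transcripts held most of these reads. The 20 genes with the most reads in each muscle held 60.8% ± 2.17 of the reads in WT and 55.2% ± 2.59 in *mdx5cv* (SD, n = 4), and the 2 mitochondrial ribosomal RNAs alone held 30.6% ± 3.39 and 25.7% ± 2.39. *Ttn* held 13.2% ± 0.769 of the reads in WT and 13.5% ± 0.842 in *mdx5cv* (SD, n = 4). The choice of scaling therefore bears on the fold changes. Scaling each sample to the same total in place of the size factors moved the median log2 fold change of all genes tested from 0.00 to 0.36. Groups were compared with limma on log2(normalized count + 1), with a variance trend and Benjamini-Hochberg adjustment, over the 13677 genes with a mean normalized count of at least 10. Fold changes are on this log2 scale, which understates the change of genes with low counts. The threshold was the one the methods state for the mir-486 KO RNA-seq, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The aligner, the counting tool and the annotation behind this dataset are not named in the paper's text. Each muscle had at most 4 reads on *Xist* and between 719 and 1181 reads on *Ddx3y*.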

The goal was to correlate overlapping DMD biomarkers as many of the miR-486 eCLIP-seq targets had been shown to be dysregulated in DMD patients and involved in key ECM remodeling and metabolic pathways (Grounds et al, 2020). Unbiased analysis of the 18 miR-486 in vivo target transcripts identified via eCLIP-seq showed that many of them are early stage DMD biomarkers (Hathout et al, 2014, 2015; Guiraud et al, 2017) (Figs 5E and G and 3 and Table S1). Interestingly, although nearly all of the mRNA transcripts were induced in the *mir-486* KO muscles, several transcripts including those with the predicted miR-486 seed sites (e.g., *Mt2*) showed variable levels of induction in the absence of dystrophin (Fig 5G). The miR-486 targets that are decreased in expression in DMD muscle may be because of the more severe muscle pathologies and overall poor muscle quality observed in the *mdx*^*5cv*^ mice as compared with the *mir-486* KO mice at 6 mo of age as the younger *mir-486* KO mice showed no significant muscle pathological remodeling compared with wild-type and *mdx*^*5cv*^ age-matched cohorts (data not shown). We then performed a combined analysis of the *mir-486* KO versus WT TA muscle bulk RNA-seq, miR-486 chimeric eCLIP-seq, and *mdx*^*5cv*^ versus WT TA muscle datasets to identify combined miR-486 target transcripts that may yield additional DMD disease biomarkers (Table S2). 

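In the *mdx5cv* versus WT TA muscle dataset, the first principal component of the log2 normalized counts held 73.9% of the variance and separated the 4 *mdx5cv* muscles from the 4 WT muscles. Of the 13677 genes tested, 5597 had an adjusted p under 0.05 in limma. At an absolute log2 fold change of at least 1, 1414 genes were higher and 447 were lower in *mdx5cv*, so that 76.0% of the genes past the threshold were higher. Of all genes tested, 5479 (40.1%) had no overlap between the values of the 2 groups, an arrangement that chance gives for 2.86% of genes with 4 samples against 4. A minimum absolute log2 fold change of 2 moved these counts most, to 600 higher and 85 lower genes. Among the other scalings, equal totals gave 2329 higher and 202 lower genes, with 92.0% higher. *Dmd*, the gene mutated in *mdx5cv* mice, lies on chromosome X from 82948870 to 85206141 (GRCm38, GENCODE M21). Its normalized count was 6954 ± 857 in WT and 3964 ± 388 in *mdx5cv* (SD, n = 4), a log2 fold change of -0.81 (standard error 0.12, adjusted p = 0.000177 from limma). *Mir486*, on chromosome 8 from 23142555 to 23142682 within *Ank1*, had at most 5 reads in any muscle and was not tested. The libraries were of total RNA and not of small RNA, so these reads are no measure of mature miR-486. *Ank1* itself had a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.0070), which was -0.29 under equal totals. Its adjusted p ranged from 0.00137 to 0.163 over the alternatives, with the highest under equal totals. The 5 largest rises among genes past the threshold, without overlap of the groups and with a mean normalized count of at least 100, were those of *Mymk*, *Mmp12*, *Gm19503*, *Myh3* and *Gm28653*, with log2 fold changes from 5.85 to 7.28. *Mymk* and *Gm19503* had at most 1 read in each WT muscle, and their normalized counts were at least 66.2-fold and 62.4-fold higher in *mdx5cv*. The 5 largest falls were those of *Cblb*, *Ces1d*, *Ppp1r1a*, *Dusp26* and *Myl3*. *Cblb* had a normalized count of 334 ± 39.3 in WT (SD, n = 4) and no read in any of the 4 *mdx5cv* muscles, a level at least 125-fold lower. The log2 fold changes of the other 4 ranged from -5.34 to -3.56.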

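The mir-486 KO column of Table S3 holds 202 genes in the copy used here, against the paper's total of 204 in Table S2. Of these, 162 had a mean normalized count of at least 10 in the *mdx5cv* and WT muscles and were tested. In *mdx5cv*, 103 of them had an adjusted p under 0.05 from limma, and 67 also had an absolute log2 fold change of at least 1, of which 43 were higher and 24 were lower than in WT. These 67 are 41.4% of the genes of the column that were tested, whereas 13.6% of all genes tested were past the threshold. No overlap test was run, since the column holds fewer genes than the paper gives. With adjusted p-values computed over the list alone, 65 genes were higher and 44 were lower, with no minimum fold change. The count past the threshold moved most when a normalized count of at least 10 was required in every sample, to 41. The balance of directions depended on the scaling, since under equal totals 77 genes of the list were past the threshold and 14 of them were lower. The mir-486 KO and *mdx5cv* columns share 16 genes, and all 16 had an adjusted p under 0.05 in *mdx5cv* from limma, 9 being lower and 7 higher. Since the *mdx5cv* column was chosen on these samples, this is not independent evidence. The largest difference among them was that of *Dach2* (chromosome X, 113297510 to 113836386, GRCm38), whose normalized count was 133 ± 52.6 in WT and 1.83 ± 1.38 in *mdx5cv* (SD, n = 4), a log2 fold change of -5.60 (standard error 0.37, adjusted p = 6.23e-07). *Ahnak* was the 1 gene of the 16 under the fold change threshold, with a log2 fold change of 0.78 (standard error 0.12, adjusted p = 0.000212).

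For the 20 transcripts of Fig 4G and H, whose direction in mir-486 KO muscle the paper gives, 15 were tested in *mdx5cv*. In 4 the sign of the log2 fold change was that of the mir-486 KO, and in 11 it was the opposite (exact binomial test, two-sided p = 0.118). Among the 11 with an adjusted p under 0.05, 3 moved as in mir-486 KO and 8 moved the other way. Of the transcripts increased in mir-486 KO, *Rasd2*, *Unc13c* and *Ppp1r3c* were lower in *mdx5cv*, with log2 fold changes of -1.95, -2.77 and -1.75. Of those decreased in mir-486 KO, *Col1a1*, *Egr1*, *Actc1* and *Arsi* were higher, with log2 fold changes of 3.13, 1.83, 1.72 and 1.33, and *Otog* was at 0.98. *Smox* was lower in both, with a log2 fold change of -1.71. *H2-Q7* and *H2-Q6* were higher in both, at 1.64 and 0.80, but these near-identical genes can share reads, so their separate values are uncertain, and *H2-Q6* had an adjusted p between 0.051 and 0.063 without the variance trend and without WT replicate 1, WT replicate 4 or *mdx5cv* replicate 2. *Myl2*, with a log2 fold change of -0.98 and no call, also had the sign of the mir-486 KO, but was at 0.25 without *mdx5cv* replicate 1. With no filter on low values, 7 of the 20 had the sign of the mir-486 KO. From the transcripts shared between the datasets, the paper proposes that a lower level of miR-486 contributes to the pathological remodeling in this mouse model.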

We noted that many of the miR-486 target transcripts identified from both bulk *mir-486* KO RNA-seq and miR-486 chimeric eCLIP-seq datasets shared common overlapping dysregulated transcripts with the *mdx*^*5cv*^ bulk RNA-seq dataset, which suggested that reduced miR-486 expression may drive some of the pathological remodeling symptoms observed in our DMD mouse model (Table S3). To further define the mechanistic link between miR-486 transcriptomic regulation and the levels of dystrophin, we performed adeno-associated virus (AAV)–mediated shRNAi knockdown of the large dystrophin (Dp427) in primary differentiated mouse myotubes. The AAV-mediated Dp427 transcript shRNAi knockdown was shown to have a corresponding knockdown in miR-486 expression levels (Fig S4). Previous transcriptomic changes in AAV-mediated Dp427 shRNAi knockdown demonstrated significant alterations in muscle differentiation and structural transcripts as a consequence of mouse Dp427 protein loss (Seno et al, 2008, 2010). We then sought to further compare the overlap of dysregulated muscle transcripts in our miR-486 bulk KO and chimeric eCLIP-seq experiments with that of our *mdx*^*5cv*^ RNA-seq to identify commonalities among the platforms with respect to dystrophic remodeling target transcripts. 

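All 18 eCLIP targets of Table S1 were tested in the *mdx5cv* and WT muscles. In *mdx5cv*, 8 were lower and 2 were higher at an adjusted p under 0.05 from limma over all genes tested, and 9 were lower and 2 higher with p-values adjusted over the list alone. Only *Mt2* also had an absolute log2 fold change of at least 1. *Mt2* (chromosome 8, 94172664 to 94173568, GRCm38) had a normalized count of 10.3 ± 4.45 in WT and 79.5 ± 30.3 in *mdx5cv* (SD, n = 4), a log2 fold change of 2.85 (standard error 0.33, adjusted p = 2.87e-05). *Lamp2* (chromosome X, 38401357 to 38456454) rose from 801 ± 33.5 to 1316 ± 166, a log2 fold change of 0.71 (standard error 0.11, adjusted p = 0.000190). *Pygm* (chromosome 19, 6384399 to 6398459) had the largest fall of the 18, from a normalized count of 73566 ± 6475 to 44609 ± 8649 (SD, n = 4), a log2 fold change of -0.74 (standard error 0.19, adjusted p = 0.00707). *Atp5a1*, *Actn3*, *Pgam2* and *Tnnc2* were lower with log2 fold changes from -0.66 to -0.58, and *Auh*, *Myom1* and *Eif4g1* with log2 fold changes from -0.41 to -0.36. For *Pgam2* and *Tnnc2* the values of the 2 groups overlapped. *Trim63*, *Ttn*, *Phtf2*, *Bin1*, *Camk2a*, *Myh4*, *Bhlhe40* and *Naca* were not called in limma, with adjusted p-values from 0.0537 to 0.879. *Ttn* was lower in all 4 *mdx5cv* muscles than in any WT muscle, but had an adjusted p of 0.638 with a standard error of 0.51. The adjusted p was 0.0531 without the variance trend and 0.00875 in DESeq2, and ranged from 0.00875 to 0.911 over the alternatives.

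The number of calls among the lower targets changed with the muscles fitted. Leaving out each muscle in turn gave between 3 and 9 lower and between 2 and 3 higher targets, with 3 lower when WT replicate 1 or WT replicate 3 was left out, 4 without *mdx5cv* replicate 1, and 5 without WT replicate 4 or *mdx5cv* replicate 4. *Myom1*, *Pgam2*, *Tnnc2*, *Auh* and *Eif4g1* each lost their call in at least 1 of these fits, while *Pygm*, *Atp5a1*, *Actn3*, *Lamp2* and *Mt2* kept it. With all muscles, the genes that lost it had adjusted p-values from 0.0210 to 0.0470 in limma. Some losses came with a larger fold change than with all muscles and others with a smaller one. Fewer samples and dependence on single muscles are therefore not told apart. Scaling each sample to the same total left 1 target lower and made 4 higher at an adjusted p under 0.05, and turned the log2 fold changes of *Eif4g1*, *Ttn*, *Phtf2*, *Bin1*, *Camk2a* and *Myh4* positive. As a list, the 18 targets had a median log2 fold change of -0.34, at the 31.4th percentile of 10000 random lists of the same size matched on mean expression. The camera test with a preset correlation of 0.01 gave p = 0.146 for the list in the lower direction, fry gave p = 0.229, and camera with an estimated correlation of 0.314 gave p = 0.555.

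**Figure D1:**
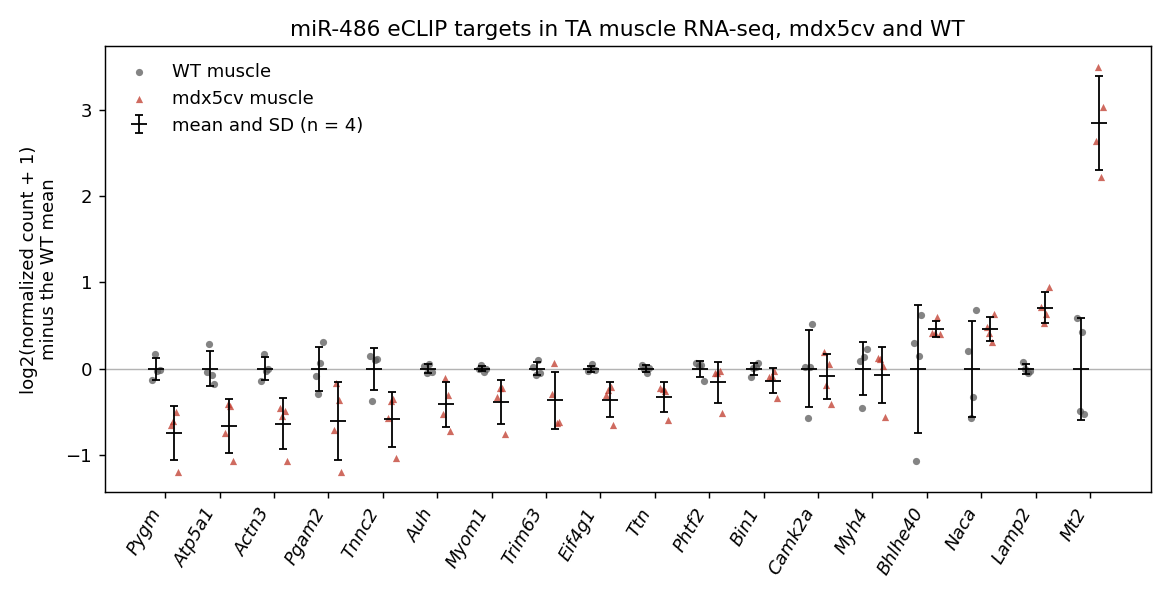
Expression of the 18 eCLIP targets in TA muscle, as log2(normalized count + 1) minus the WT mean of each gene, ordered by log2 fold change. Circles are the 4 WT muscles, triangles the 4 *mdx5cv* muscles, and bars give the mean and SD of each group. The *Mt2* values of all 4 *mdx5cv* muscles lie above those of the WT muscles, whereas the falls of the lower targets reach a log2 fold change of -0.74 at most. Under equal totals 8 targets stay negative, 1 of them with an adjusted p under 0.05.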

The miR-486 chimeric eCLIP-seq also identified several miR-486–associated target transcripts that also were somewhat dysregulated in the *mdx*^*5cv*^ versus WT TA muscle dataset but to a lesser extent (Table S3). This phenomenon may be because of either the lower levels of miR-486 in adult TA muscles (as opposed to higher levels in embryonic muscle) or because of the progressive nature of dystrophin-deficiency from which skeletal muscle is replaced with fibrotic or necrotic tissue. Nevertheless, many of the miR-486 targets identified using both bulk RNA-seq and chimeric eCLIP-seq all have been shown to play important roles in different parts of the dystrophic disease progression, which was consistent with our hypothesis, that miR-486 is an influencer of dystrophic disease progression. This approach of combining bulk RNA-seq with chimeric eCLIP-seq to identify targets of a key miRNA driving dystrophic disease pathology is useful towards identifying key transcriptomic pathways driving dystrophic muscle pathological remodeling.

**Figure 4.**
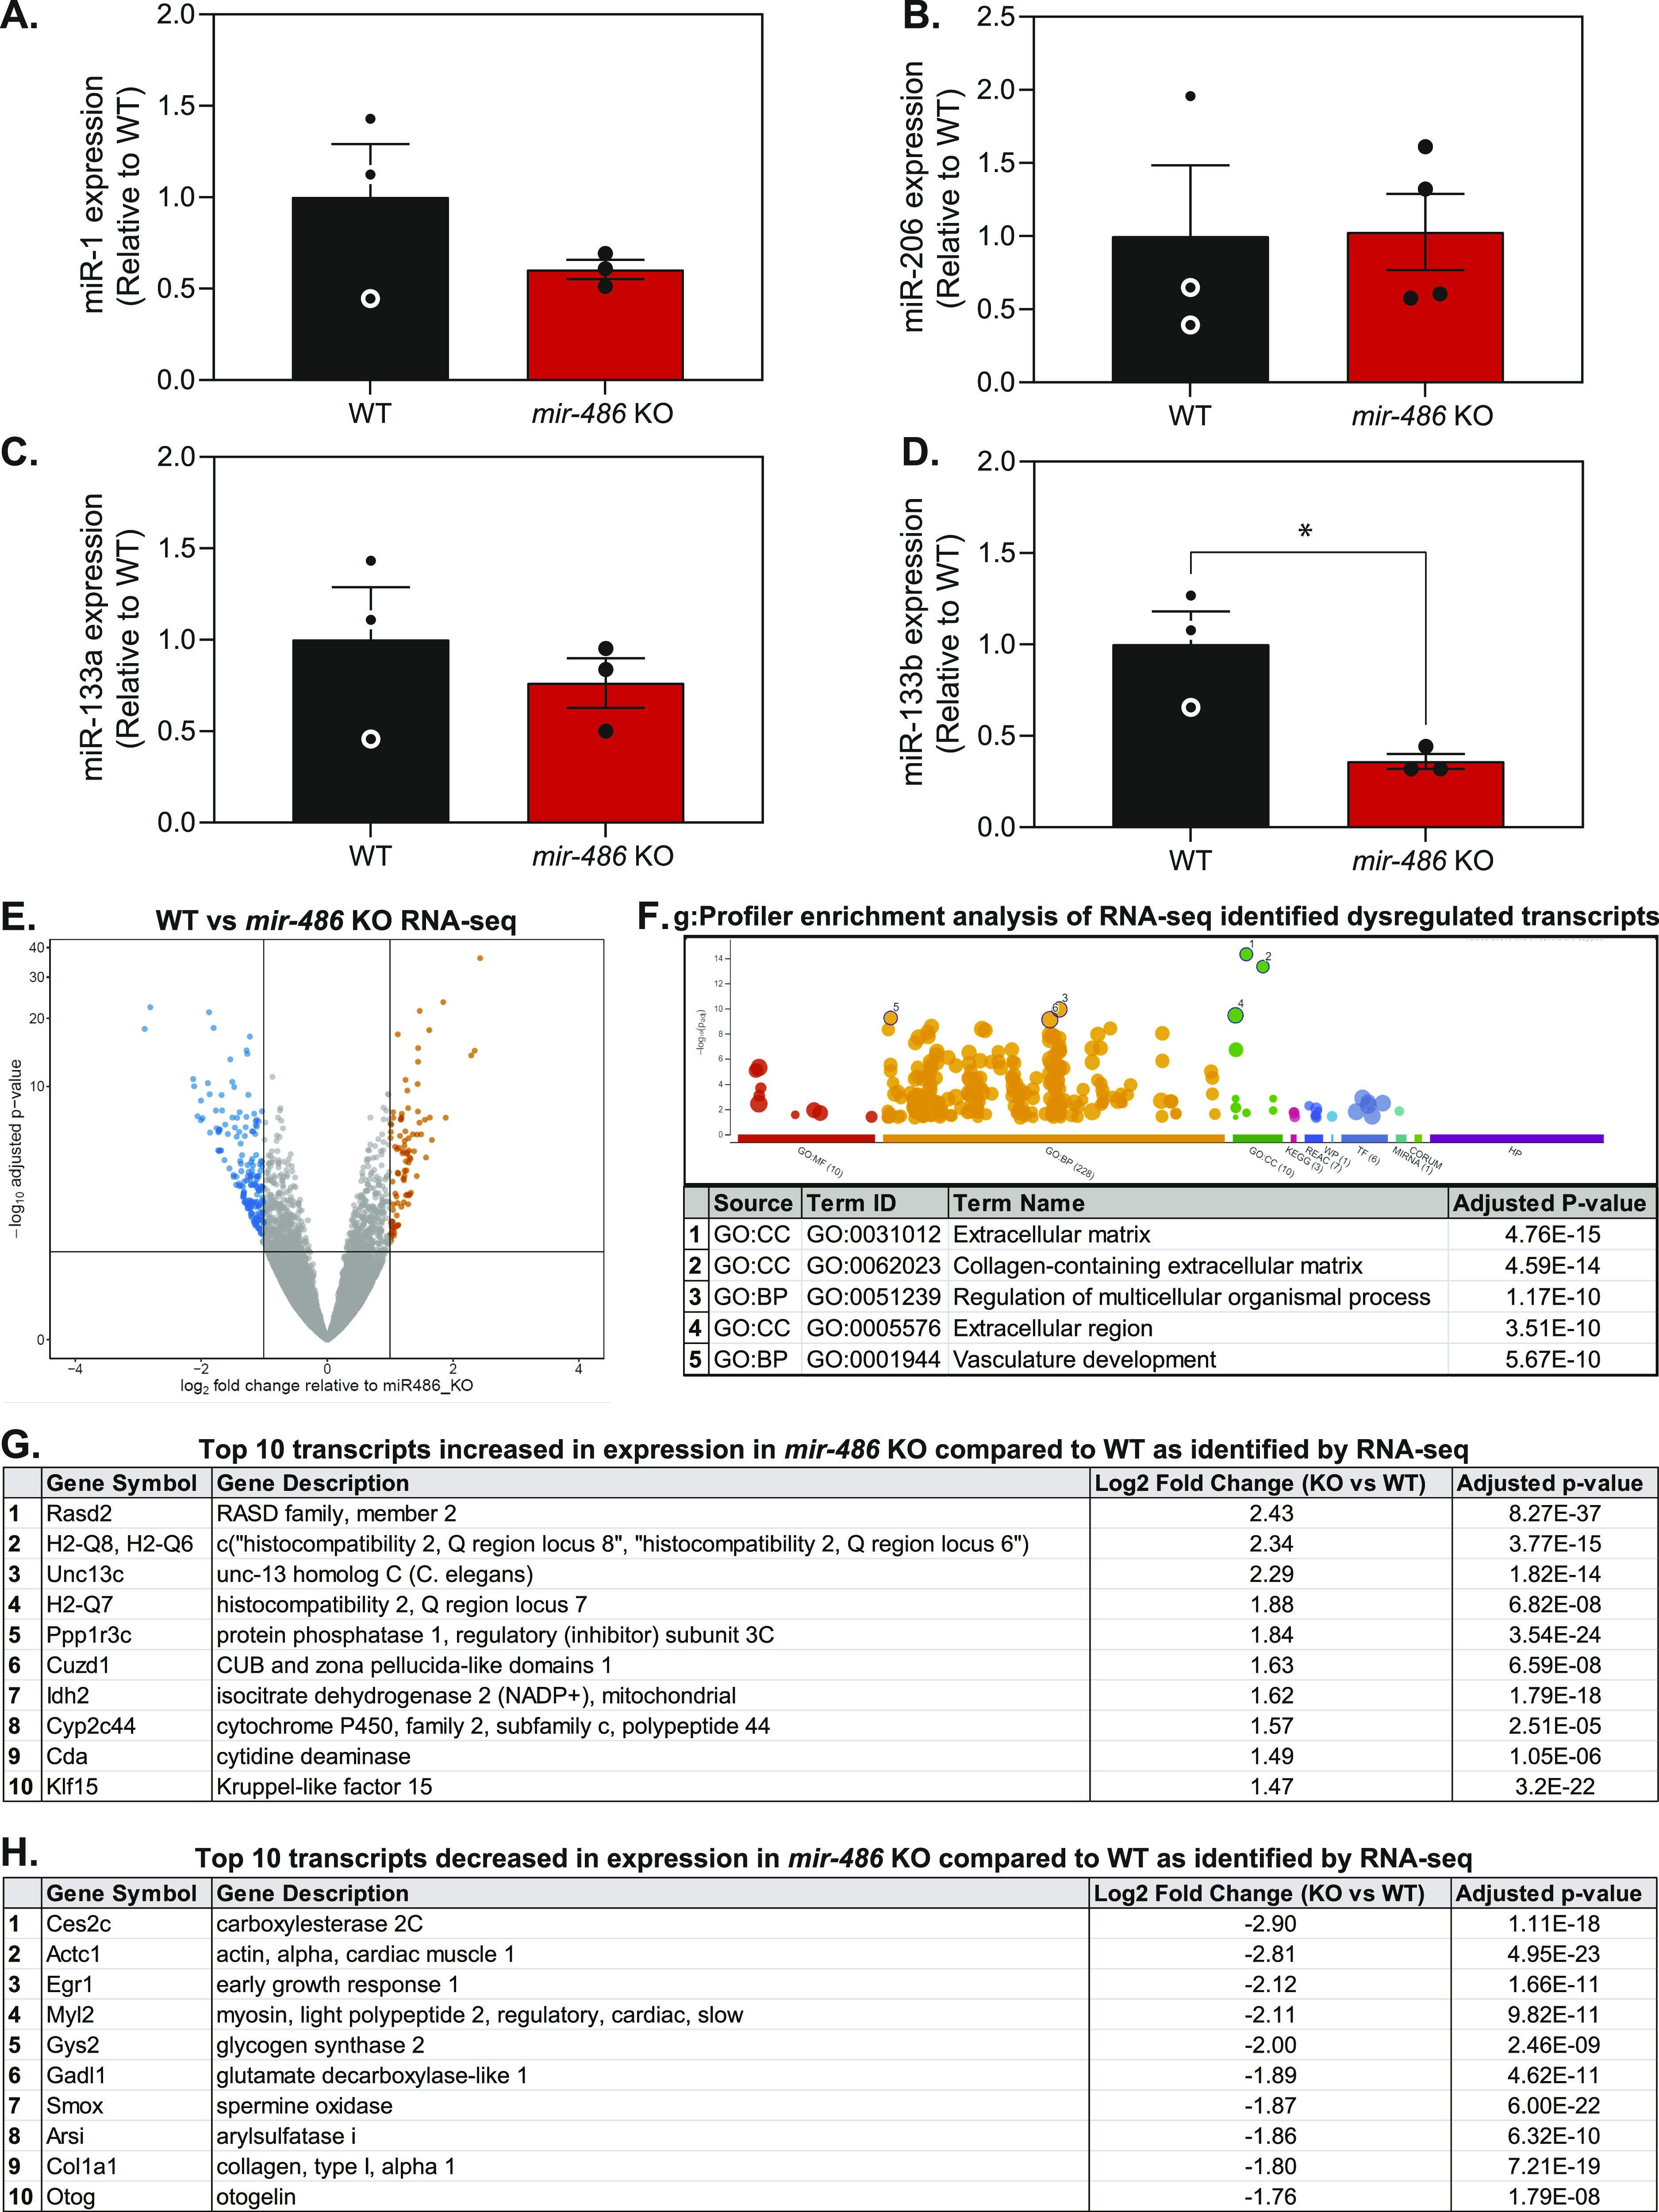
RNA-seq reveals extracellular matrix pathways in *miR-486* KO muscle compared with WT. **(A, B, C, D)** Quantitative PCR reveals differential expression of myomiRs in 6-mo-old *mir-486* KO tibialis anterior (TA) muscle compared with WT. n = 3 mice per genotype, replicated in triplicate. **(E)** Volcano plot demonstrating the fold change and significance of differential gene expression in 6-mo-old *mir-486* KO TA muscle compared with WT controls. N = 5 mice/cohort were used for comparative analysis. N = 4 mice per genotype. **(F)** g:Profiler enrichment analysis of 85 transcripts increased in expression, and 159 transcripts decreased in expression based on ≥ 2.0 log_2_ fold change of WT versus *mir-486* KO RNA-seq analysis. The top 5 pathway hits are listed below the graph. **(G)** Table of top 10 transcripts increased in expression in 6-mo-old *mir-486* KO mouse TA muscle compared with WT as identified by RNA-seq. **(H)** Table of top 10 transcripts decreased in expression in 6-mo-old *mir-486* KO mouse TA muscle compared with WT as identified by RNA-seq.

**Figure 5.**
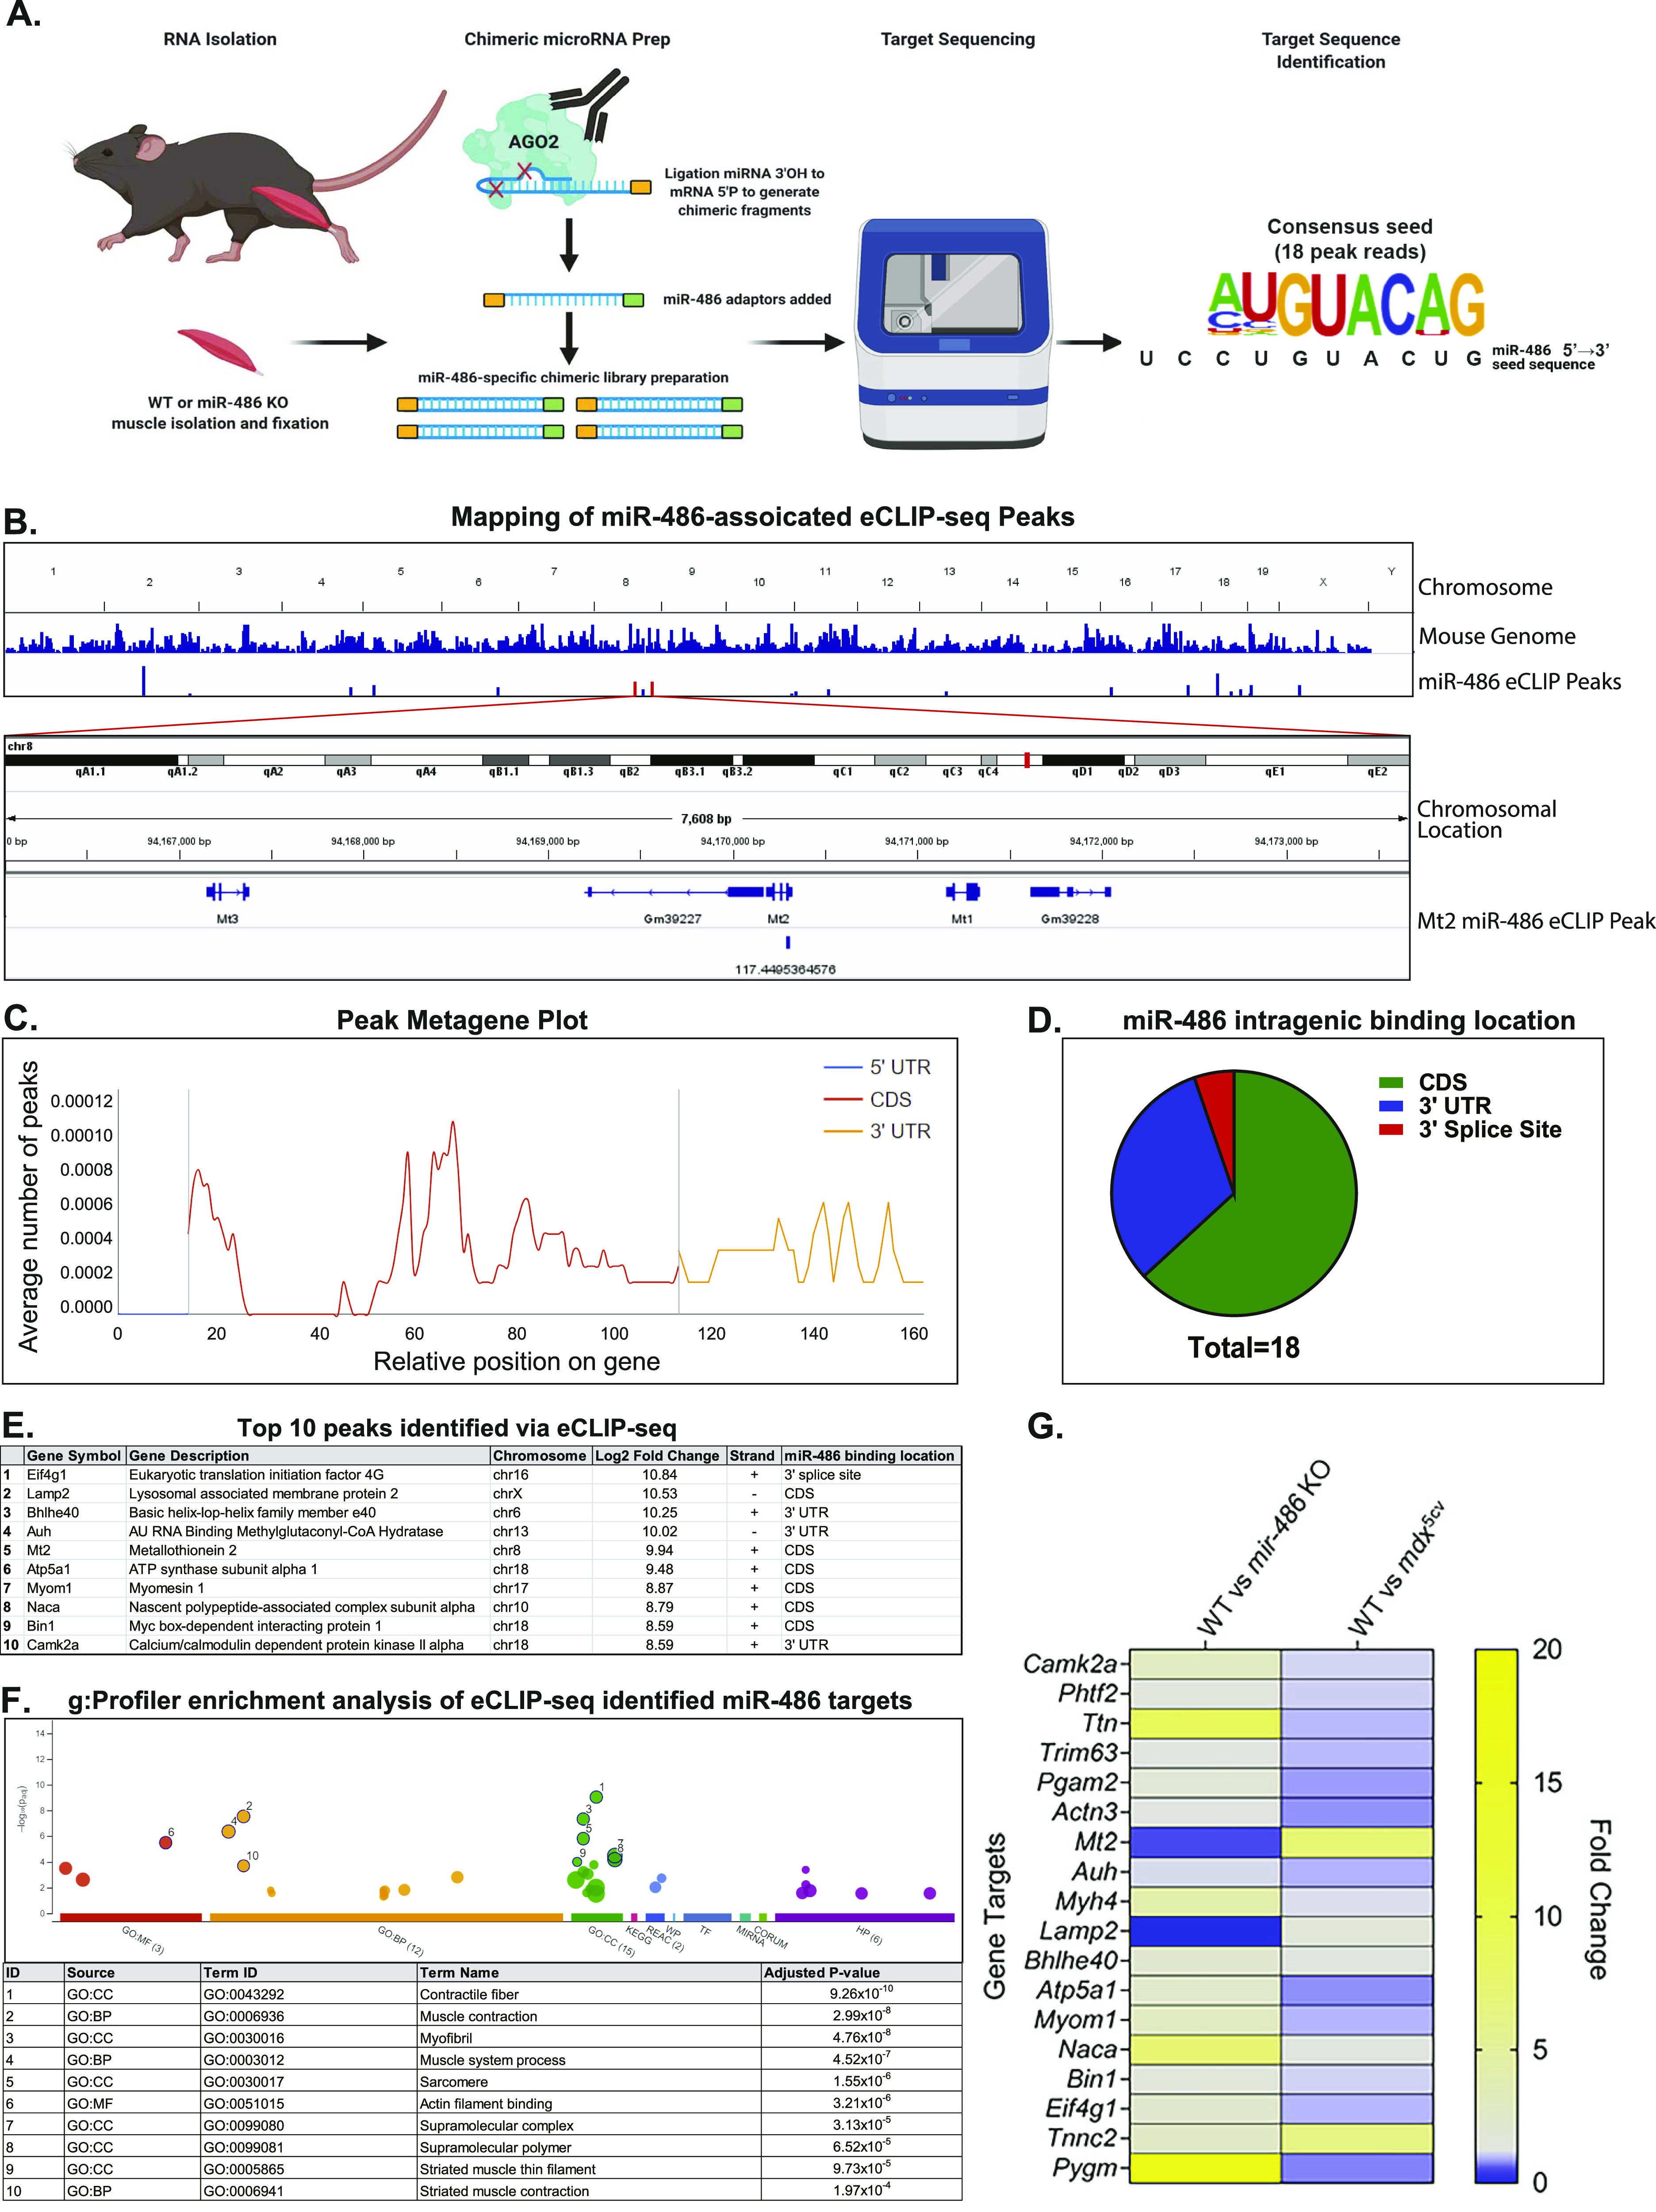
Targeted chimeric miR-486 eCLIP-seq in WT and *mir-486* KO muscles. **(A)** Schematic demonstrating the workflow for the chimeric eCLIP sequencing platform to identify miR-486 in vivo skeletal muscle regulated transcripts. Tibialis anterior muscles were harvested from 6-mo-old WT and *mir-486 KO* male mice, and total RNA isolation was completed. The Ago2-miR-486 complex bound to target RNA transcripts was isolated, and then sequencing was performed to map the miR-486–associated peak tracks. The sequence logo (AUGUACAG) represents the consensus sequence for the top 18 miR-486–associated peak reads based on the miRNA:mRNA target sequencing alignments. The miR-486 seed sequence is shown in the 5′–3′ direction. **(B)** Chromosomal location of a single top hit peak transcript, *Mt2*, as identified by eCLIP-seq as a direct target of miR-486. Peaks generated using Integrative Genome Viewer. **(C)** Metagene plot demonstrating overall miR-486 binding location by a relative position on the target gene. **(D)** Pie chart demonstrating the proportion of miR-486 gene targets and the respective intragenic binding location of miR-486. **(E)** Table outlining the top 10 transcripts that were identified as direct targets of miR-486 via CLIP-seq. **(F)** g:Profiler enrichment analysis graph demonstrates the most significant cellular pathways associated with the 18 direct miR-486 targets identified via chimeric eCLIP-seq. The pathway ID number in the table correlates with the numbered dots in the accompanying graph above. **(G)** Heat map expression of quantitative PCR of 18 miR-486 eCLIP-seq targets in *mir-486* KO and *mdx*^*5cv*^ tibialis anterior muscles expression levels compared with WT controls in separate cohort analyses. Data points are individual biological replicates, N = 4/cohort, and logarithmic fold change normalized to both wild type and β-actin is shown. **P ≤ 0.01 N = 3 replicates per cohort. Transcript levels are normalized to β-actin, and *mir-486* KO levels are shown as relative to WT.

Table S1 Full list of target peaks identified via chimeric eCLIP sequencing.

**Figure S3.**
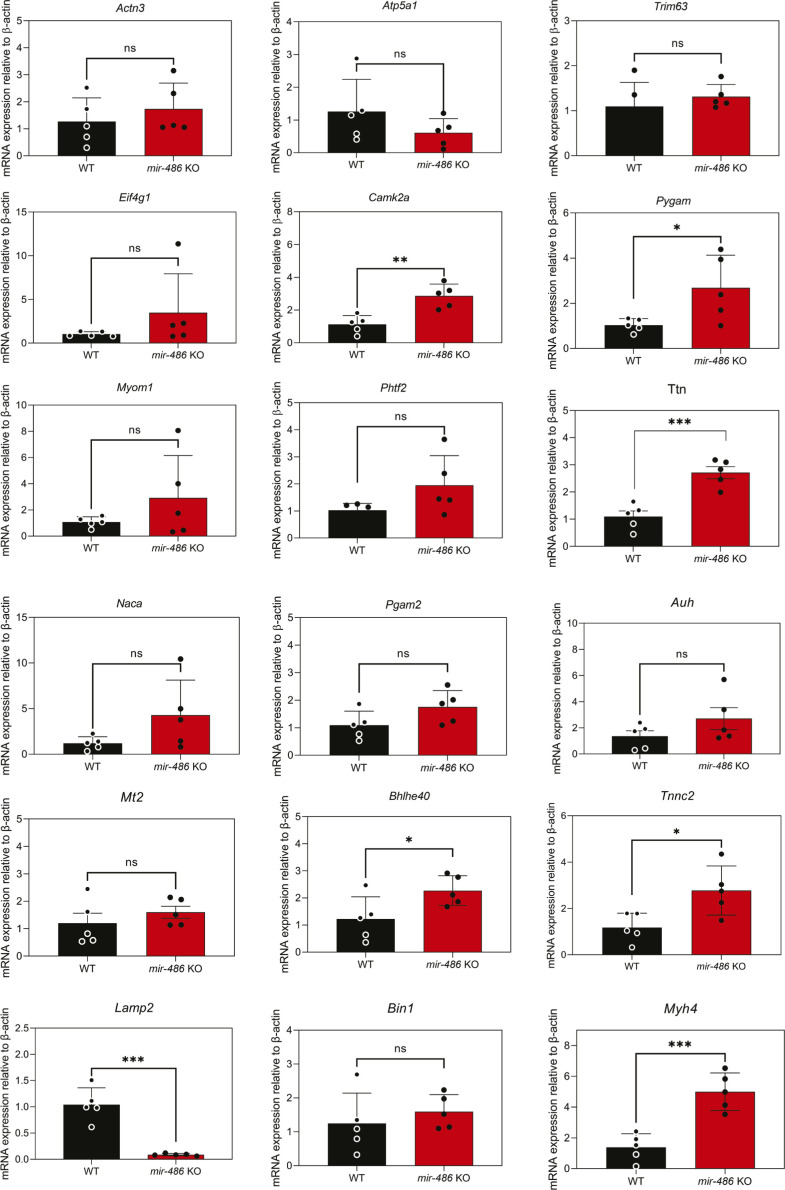
Quantitative real-time PCR validation of all 18 miR-486 targets transcripts identified through chimeric eCLIP sequencing. All 18 transcript targets validated by TaqMan qRT-PCR assays with expression levels normalized to the β-actin housekeeping control. Tissues used for analyses were tibialis anterior muscles from *mir-486* KO and WT mice (n = 5 mice per cohort). Statistical analyses were conducted using unpaired *t* tests. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.0001.

Table S2 Summary table of the total number of overlapping transcripts from the manuscript.

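The *mdx5cv* column of Table S3 holds 202 genes in the copy used here, and all 202 were tested between the 4 *mdx5cv* and 4 WT muscles. Of these, 198 had an adjusted p under 0.05 from limma, and 177 also had an absolute log2 fold change of at least 1, of which 71 were higher and 106 were lower in *mdx5cv*. Leaving out each muscle in turn gave from 168 to 178 genes past the threshold. The eCLIP column lists 17 targets, and 14 of the eCLIP targets of Table S1 also stand in the *mdx5cv* column. Of these 14, *Trim63*, *Phtf2*, *Ttn* and *Camk2a* were not called in limma, with adjusted p-values of 0.0537, 0.325, 0.638 and 0.749. No other gene of the column was without a call. In DESeq2 *Ttn* was called, while *Trim63*, *Phtf2* and *Camk2a* were not. The columns give gene symbols alone.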

Table S3 Comparison of shared and dysregulated miR-486 and DMD transcripts from datasets in the manuscript.

**Figure S4.**
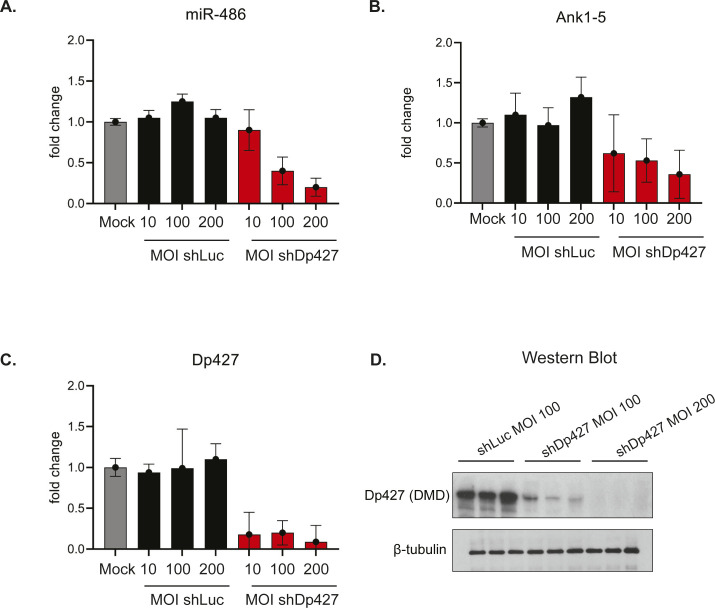
shRNAi knockdown of Dp427 transcript in primary myotubes reduces miR-486 expression. **(A, B, C)** Real-time qPCR expression fold changes of *miR-486*, *Ank1-5*, and *Dp427* transcripts. AAV-mediated shRNAi knockdown in primary mouse myotubes using AAV shRNAi constructs targeting either shLuc (control, nontargeting), shDp427, or mock (1xDPBS) controls. Multiplicity of infections of 1, 100, and 200 were used across 2 × 10^5^ myoblasts originally seeded. Fold changes normalized to either RNU6-2 (miR-486) or Actb housekeeping controls (Ank1-5 and Dp427). One-way ANOVA test with the Tukey HSD test performed *P-value < 0.005. **(D)** Representative Western blot demonstrating a strong knockdown of the mouse dystrophin (Dp427) protein isoform using shRNAi Dp427 at MOI’s of 100 and 200. β-tubulin was used as a housekeeping loading control.

## Discussion

The dynamic nature of miR-486 expression and its role in both pathological muscle remodeling and metabolic regulation suggests its requirement in muscle during times of stress and disease. Our findings demonstrate that miR-486 is a key DMD biomarker whose down-regulation drives pathogenic remodeling of dystrophic muscle by targeting key muscle structural, metabolic, and extracellular matrix remodeling factors. Indeed, miR-486 is required for normal skeletal and cardiac muscle growth and function through modulation of these factors as well. Loss of *mir-486* has profound consequences on mouse skeletal and cardiac muscle architecture, fibrotic depositions, centralized myonuclei, and overall muscle function. In cardiac muscle, *mir-486* ablation resulted in significant pathological remodeling of the heart and overall decreased cardiac output. There is growing evidence that restoration of dystrophin via exon-skipping compounds can restore the transcriptome signature of dystrophic muscle, including miRNAs, to that of normal or Becker-like muscle (Coenen-Stass et al, 2015). In Duchenne muscular dystrophy (DMD), the lack of a functional dystrophin protein causes skeletal muscle weakness, dilated cardiomyopathy, respiratory failure, and premature death (Duan et al, 2021). Recent progress in the development of *DYSTROPHIN* gene restoration approaches has been shown to benefit a subset of DMD patients amenable to the skipping of *DYSTROPHIN* exon 51 which restores the reading frame (Charleston et al, 2018). Other *DYSTROPHIN* gene–independent strategies involve the overexpression of a truncated micro-dystrophin (μDYS) construct via adeno-associated viral (AAV) vectors that are under clinical development (Crudele & Chamberlain, 2019). The culmination of these strategies centers on improvement of dystrophic pathologies in skeletal and heart muscle but does not address the systemic effects that occur because of dystrophin protein loss. Our study also demonstrates that miR-486 expression is tightly regulated by myogenic factors, and its decrease in expression can be correlated with validated dystrophic biomarkers. Furthermore, the reduction of miR-486 expression is tightly correlated with dystrophic disease progression, thus making it a strong candidate DMD biomarker for monitoring dystrophic symptoms and muscle pathological remodeling.

Our combinatorial RNA sequencing and chimeric eCLIP-seq of skeletal muscles from *mir-486* KO mice identified a network of miR-486 muscle targets including coding and noncoding regions of muscle targets that play key roles in dystrophin-deficient muscle pathology. miRNA profiling studies demonstrated that miR-486 levels increased in the right ventricles of hypoplastic left heart syndrome (HLHS) patients, and miR-486 is elevated in response to cyclic stretch (Lange et al, 2019). Other studies demonstrate that miR-486 levels are modulated during development, stress, and disease states via modulation of key cellular growth pathways through direct regulation of FOXO, SMAD, PI3K, and AKT (Alexander et al, 2011, 2014; Margolis et al, 2018; Lange et al, 2019). These growth pathways are also dysregulated in dystrophic skeletal muscles and can be targeted therapeutically via miR-486 transgenic overexpression in skeletal muscle to restore proper signaling pathways (Alexander et al, 2011, 2014).

Additional questions remain as to which specific myogenic cell populations and during which stages of dystrophic development miR-486 dysregulation occurs. Several studies have identified miR-486 enrichment in quiescent muscle satellite cells, along with other muscle-enriched myomiRs before activation (Mizbani et al, 2016). As activation of muscle satellite cells occurs along with myogenic differentiation, miR-486 expression increases which may represent the switch from MyoD-driven miR-486 expression to SRF-driven expression that we show at the *mir-486/ANK1-5* locus. Although miR-486 expression was shown to regulate *Pax7* in quiescent mouse muscle satellite cells, there are likely additional miR-486 targets in MSCs and other nonmuscle cell types. Furthermore, many of the miR-486 mRNA targets we identified are also expressed in nonmuscle cell types. This suggests that additional levels of posttranscriptional regulation may yield novel tissue-specific miR-486 target transcripts that have yet to be identified.

miRNA-486 overexpression may be a valid means of restoration of key dysregulated signaling pathways in dystrophic muscle that affect growth and muscle function. There is mounting evidence that the collagens and the ECM remodeling that occurs in DMD serves as a biomarker for disease progression and a therapeutic target (Regensburger et al, 2019; Strandberg et al, 2020; Signorelli et al, 2021). Additional evidence demonstrating the restoration of miRNAs in exon-skipped *mdx* mice suggests that miR-486 expression profiling is highly useful in evaluating dystrophic replacement and restoration strategies in muscle (Roberts et al, 2015, 2016; Coenen-Stass et al, 2018; van Westering et al, 2020). Given our previous work demonstrating that miR-486 transgenic overexpression in a dystrophic mouse model can ameliorate dystrophic pathologies, strategies to either induce miR-486 expression or direct miR-486 overexpression should be explored for therapeutic disease modulation.

## Materials and Methods

### Human subjects

Patient muscle biopsies from normal, DMD, and Becker muscular dystrophy patients were obtained from fully consented patients as previously described (Reid et al, 2020). All human subject protocols were approved by the University of Alabama at Birmingham (UAB) Institutional Review Board under the protocol 300002164.

### Mice

The *mir-486* KO mice were generated as previously described (Jee et al, 2018). Mice were initially maintained on the *FVB/NJ* (#001800; Jackson Labs) strain and were later backcrossed onto the *C57BL/6J* (#000664; Jackson Labs) strain for more than six generations to ensure isogenicity. All analyses were performed on the same strain background. The *mdx*^*5cv*^ (#002379; Jackson Labs) were also kept on the *C57BL/6J* strain, and homozygote mutant females were mated to the *mir-486* KO males to generate *mir-486+/−*:*mdx*^*5cv*^ mice and later *mir-486* KO:*mdx*^*5cv*^ (DKO) mice. Unless otherwise stated, only 6-mo-old male mice were used in all experimental conditions. All mouse strains were maintained under standard housing and feeding conditions with the University of Alabama at Birmingham Animal Resources Facility under pathogen-free conditions, and all protocols were approved under the animal protocol number 21393.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation was performed on normal human and DMD myoblasts and myotubes in a protocol previously described (Alexander et al, 2013). Genomic DNA was isolated from myoblasts (70% confluency in growth medium) and myotubes (4 d differentiation in low serum differentiation medium), and ChIP was performed using the Simple ChIP Enzymatic Chromatin IP Kit (Cat. no. 9003; Cell Signaling Technology) following the manufacturer’s protocols. For the MyoD ChIP assays, a rabbit polyclonal (MyoD clone M-318; Cat. no. sc-760; Santa Cruz Biotechnology) was used to immunoprecipitate MyoD bound to the mouse *mir-486* locus. For SRF ChIP assays, a rabbit polyclonal (SRF clone G-20; Cat. no. sc-335; Santa Cruz Biotechnology) was used to immunoprecipitate SRF bound to the mouse *miR-486* locus. Myoblasts were seeded at 4 × 10^5^ cells/15 cm dish in 10 dishes per cohort. The myoblast fraction consisted of normal human myoblasts grown to ∼70% confluency. For the myotube fraction (five 15 cm dishes), after reaching 90% confluency, myoblasts were differentiated into myotubes by serum withdrawal (2% FBS) for 4 d. Cells were harvested after three washes in ice-cold 1× DPBS, were cross-linked with 1% formaldehyde (Cat. no. F8775; Sigma-Aldrich) for 1 h at room temperature, and then chromatin was sheared using by incubating the DNA pellets with micrococcal nuclease for 20 min at 37°C. Ten percent of chromatin was removed for input controls, whereas ∼200 mg of total chromatin was used to purify DNA fragments after immunoprecipitation with 5 mg of either MyoD or SRF antibodies. The following morning, the samples were incubated with 30 ml of ChIP Grade Protein G magnetic beads (Cat. no. 9006S; Cell Signaling Technology) for 2 h at 4°C under gentle rotation. After several stringent washes, the chromatin was eluted off the columns in 1 mM Tris–HCL pH 8.0 (Cat. no. 15568025; Thermo Fisher Scientific) and purified on DNA-binding columns (Cat. no. D4029; Zymo Research) before a final elution in sterile water. MyoD and SRF ChIP-seq annotation of ANK1-5 was completed using the publicly available UCSC Genome Browser track data hubs annotation resource available at http://genome.ucsc.edu. For the MyoD TF binding site at the human *ANK1-5* locus, the following primers were used Fwd: 5′-GAGCTCCAAGACTGAGGACTGGAC-3′ and Rev: 5′-CAGGGAGGATGGAGATCAGAGCC-3′. The nonspecific MyoD site negative control primers next to the human *ANK1-5* locus used were Fwd: 5′-CTGCACGTCAGCCTCCCAAAG-3′ and Rev: 5′-ACTGGGATCCTCCAGGGGCC-3′. The MyoD TF positive-control primers used were Fwd: 5′-CAGTGAACAATGGTGCTTGG-3′ and Rev: 5′-TTCCACATTCACGCAGAGAG-3′. For the SRF TF-binding site at the human *ANK1-5* locus, the following primers were used Fwd: 5′-ACAGTAGGTGAGTTGCAGGGTTAG-3′ and Rev: 5′-GGGCTCAGGGACAGTCAAGTGAGC-3′. The nonspecific SRF site negative-control primers next to the human *ANK1-5* locus used were Fwd: 5′-GAAACACGGAGCAGCCTGGC-3′ and Rev: 5′-ATGAGGATCGACTGTACATGC-3′. The SRF TF positive-control primers used were Fwd: 5′-TGGTTGGATAACAGAGGCAGA-3′ and Rev: 5′-GCTTCTGTTGTGGCGTCTTT-3′.

### EdU myoblast proliferation assay

To assess the proliferation of myoblasts in *mir-486* KO mice versus WT cells were plated in four-well chamber slides (Nunc Lab Tek II; Thermo Fisher Scientific) previously coated with 0.01% gelatin at seeded at 5,000 cells/well for 24 h under growth medium conditions at 37°C. After overnight incubation, each chamber was stained with EdU-Alexa Fluor 488 probes using the Click-iT EdU Cell Proliferation Kit for Imaging (Thermo Fisher Scientific, Cat. no. C10337) according to manufacturer’s instructions for 3 h and then imaged on a DS-Qi2 Nikon Microscope (Nikon Instruments Inc.).

### Western blots

Protein lysates from cell and tissues were lysed and homogenized (tissues) in Mammalian Protein Extraction Reagent (M-PER) lysis buffer (Cat. no. 78501; Thermo Fisher Scientific) supplemented with cOmplete protease inhibitor tablets (Cat. no. 1183617000; MilliporeSigma). Approximately 50 μg of lysate were electrophoretically resolved on 4–20% Novex Tris-glycine gradient gels (Cat. no. XV04200PK20; Thermo Fisher Scientific). Proteins were then transferred to 0.2-μm PVDF membranes (Cat. no. 88520; Thermo Fisher Scientific) and incubated overnight at 4°C with gentle rocking in primary antisera diluted 1:1,000 in 5% bovine serum albumin (Cat. no. A30075; RPI Corp)/1xTBS-Tween (Cat. no. IBB-581X; Boston BioProducts). Membranes were washed three times in 1xTBS-Tween for 5 min each and then incubated in secondary antisera (1:2,000 dilution) for 1 h at room temperature. Membranes were then washed four times in 1× TBS-Tween for 15 min each before the addition of the Novex Chemiluminescent Substrate Reagent Kit (Cat. no. WP20005; Thermo Fisher Scientific). Membranes were exposed onto PerfectFilm audioradiography film (Cat. no. B581; GenHunter) and developed on a Typhoon Variable Mode Imager (Amersham Pharmacia). Western blot densitometry was performed using open-source ImageJ software.

### Immunofluorescence of muscle sections

For immunofluorescent staining, frozen sections were fixed in 100% acetone for 5 min at room temperature, then air dried for 20 min. The slides were then incubated was in 1x PBS-Tween (Cat. no. IBB-171R; Boston BioProducts). To reduce nonspecific binding, the slides were then incubated with blocking reagent from the Mouse-on-Mouse kit (Cat. no. BMK-2202; Vector Laboratories). Slides were incubated for 1 h at room temperature in the primary antibody. Slides were imaged with a Zeiss LSM 700 Laser Scanning Confocal at ×10 objective, and Zen software (Carl Zeiss Microscopy, LLC) was used for image capture. ImageJ software was used to generate montages of muscle sections for fiber counting. Adobe Photoshop version 2020 (Adobe Systems Inc.) was used to adjust resolution and contrast for representative images.

### Muscle histochemical staining

Mouse skeletal muscle tissues were cryo-frozen by covering the tissue Optimum Cutting Temperature solution (Thermo Fisher Scientific; Cat. no. 23-730-571) and completely submerging the tissues in a liquid nitrogen–chilled isopentane (Cat. no. AC397221000; Thermo Fisher Scientific) bath as unfixed tissues. Blocks were later cut on a cryostat and 7–10-μm thick sections were placed on Superfrost Plus slides (Cat. no. FT4981GLPLUS; Thermo Fisher Scientific). Hematoxylin and eosin (H&E) staining was performed as previously described (Alexander et al, 2011). Mouse skeletal muscle tissues were cryo-frozen and sectioned as described above. Masson’s Trichrome staining was performed on frozen sections using the Masson’s Trichrome Stain Kit (Cat. no. 25088-100; Polysciences) following the manufacturer’s protocol. Mouse hearts were perfusion fixed in 10% neutral buffered formalin (Cat. no. HT501128; MilliporeSigma) overnight at 4°C and held in 70% ethanol for 24–48 h before being processed as previously described (Reid et al, 2020).

### RNA sequencing and data analyses

Adult 6-mo-old male TA muscles from WT and *mir-486* KO mice (n = 4 mice per cohort) were snap frozen in liquid nitrogen. Muscle samples were mechanically homogenized, and total RNA was extracted using a miRVana Isolation Kit (Cat. no. AM1560; Thermo Fisher Scientific) following the manufacturer’s protocol. The total RNA was amplified using the Sure Select Stranded RNA-Seq kit (Agilent Technologies) using standard protocols. A ribominus kit (Cat. no. K155002; Thermo Fisher Scientific) was used to deplete large ribosomal RNAs. All biological replicates contained a minimum of 35.7 million reads with an average number of 39.6 million reads across the replicates. The FASTQ files were uploaded to the UAB high-performance computer cluster for bioinformatics analysis with the following custom pipeline built in the Snakemake workflow system (v5.2.2) (Koster & Rahmann, 2012): first, quality and control of the reads were assessed using FastQC, and trimming of the Illumina adapters and bases with quality scores of less than 20 were performed with Trim Galore! (v0.4.5). After trimming, the transcripts were quasi-mapped and quantified with Salmon (Patro et al, 2017) (v0.12.0, with “--gencode” flag for index generation and “-l ISR,” “--gcBias,” and “--validateMappings” flags for quasi-mapping) to the mm10 mouse transcriptome from Gencode release 21. The average quasi-mapping rate was 70.4%, and the logs of reports were summarized and visualized using MultiQC (Ewels et al, 2016) (v1.6). The quantification results were imported into a local RStudio session (R version 3.5.3), and the package “tximport” (Soneson et al, 2015) (v1.10.0) was used for gene-level summarization. Differential expression analysis was conducted with DESeq2 (Love et al, 2014) package (v1.22.1). After count normalization, principal component analysis was performed, and genes were defined as differentially expressed genes if they passed a statistical cutoff containing an adjusted *P*-value < 0.05 (Benjamini–Hochberg false discovery rate method) and if they contained an absolute log_2_ fold change ≥ 1. Functional annotation enrichment analysis was performed in the National Institutes of Health (NIH) Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.8) by separately submitting up-regulated and down-regulated differentially expressed genes. A *P*-value < 0.05 cutoff was applied to identify Gene Ontology terms. The FASTQ files of the current study have been uploaded to National Center for Biotechnology Information (NCBI)’s Gene Expression Omnibus under accession number GSE155787.

### Chimeric eCLIP Sequencing

For the chimeric CLIP-sequencing, we used adult 6-mo-old male TA muscles from WT and *mir-486* KO mice (n = 3 muscles for each cohort) that were snap-frozen in liquid nitrogen, and chimeric eCLIP sequencing was performed with assistance by Eclipse Bioinnovations (Eclipse Bioinnovations). The FASTQ files of the current study have been uploaded to NCBI’s Gene Expression Omnibus under accession number GSE173821. A detailed description of the chimeric CLIP-seq procedures including Ago2 immunoprecipitation, library amplification, and other quality control analyses can be found in the Supplementary Figures and the Materials and Methods section.

### Real-time quantitative PCR (qRT-PCR)

Total RNA was extracted from muscle tissue using the miRVana (Cat. no. AM1560; Thermo Fisher Scientific) kit following the manufacturer’s protocol. One microgram of total RNA was reverse-transcribed using a TaqMan Reverse Transcription Kit following the manufacturer’s protocol (Cat. no. N8080234; Applied Biosystems). For miRNA fractions, 50 ng of total small RNA was used for all reverse-transcription reactions. TaqMan assay probes were purchased from Applied Biosystems corresponding to the individual genes. Quantitative PCR (qPCR) TaqMan reactions were performed using TaqMan Universal PCR Master Mix (Applied Biosystems; Cat. no. 4304437). Samples were run on the Fluidigm Biomark HD system (Fluidigm Corp.) in 96.96 Dynamic Array plates. Relative expression values were calculated using the 2^−ΔΔCt^ method (Livak & Schmittgen, 2001).

### Echocardiograms

Echocardiograms were performed on mice individually by the UAB Mouse Cardiovascular Core using the VisualSonics Vevo 3100 Imaging and Ultrasound system (FUJIFILM VisualSonics). Ultrasound echocardiograms were analyzed using VisualSonics VevoLab 3.2.0 software. Data were analyzed and graphed using GraphPad Prism version 9 (GraphPad Software).

### Statistical analyses

Unless otherwise stated, all statistical comparisons of multiple-variables (e.g., time and genetic cohort) were performed using two-way ANOVA, whereas single variable (e.g., genetic cohort) were performed using one-way ANOVA. All ANOVA tests were corrected with a Tukey HSD test. Values of significance are stated within the figure legends. Numbers of replicates used are directly stated in the figure legend or the Materials and Methods section. Real-time quantitative-PCR validation statistical analyses used two tailed unpaired *t* tests to determine significance, and results are presented as mean ± SEM. Differences were considered statistically significant at *P* ≤ 0.05. All statistical tests were made with GraphPad Prism version 9.

### Dystrophin shRNAi knockdown

Mouse *Dystrophin* (Dp427 transcript) was targeted in primary WT mouse myotubes 4 d in differentiated medium (D4) using an adeno-associated viral (AAV) shRNAi vector (pAAV-MCS8-IZsGreen; gift from Jeng-Shin Lee Harvard Viral Core) from with (5′-GGCCUUACAGGGCAAAAAC-3′ sense; 5′-GUUUUUGCCCUGUAAGGCC-3′ antisense) and cloned into the vector using the EcoR1/Xba1 restriction sites. The shRNAi hairpin design was previously shown to target the mouse Dp427 transcript (exons 3–4) (Seno et al, 2008). AAV shRNAi-Dp427, AAV-shLuc (targeting luciferase; 5′-TTTGTGAAGCAGATGAAATAG-3′ sense; 5′-CTATTTCATCTGCTTCACAAA-3′ antisense), or mock (1xDBS) was transduced at MOIs of 1, 100, and 200 (10^5^ vector genomes/μl for an MOI = 1) into primary mouse myotubes, and muscle lysates were harvested 72 h post infection. Viral titers were concentrated at ∼10^9^ vector genomes/μl. Myotubes were lysed using M-PER lysis buffer (Cat. no. 78501; Thermo Fisher Scientific) supplemented with protease inhibitor tablets and resolved on 4–20% Novex Tris-glycine gradient gels as described in the main Materials and Methods section. Immunoblotting antisera against dystrophin (Cat. no. ab15277; Abcam) and β-tubulin (Cat. no. 2128S; Cell Signaling technology) demonstrates specific knockdown of the mouse *Dystrophin* Dp427 transcript. TaqMan probes (Thermo Fisher Scientific) were used against mouse Dp427 (exons 16–17), miR-486, RNU6-2, and Ank1-5 to detect changes in transcript levels.

### Activity tracking and treadmill running

Activity levels were tracked using the Noldus Ethovision XT12 and 30 × 30 cm open-field chambers in a 2 × 2 set-up. Mice were given 5 min to assimilate to the open-field chambers, and pre-exercise activity was recorded via live video tracking, resulting in total distance traveled, measured in cm. Mice were then immediately taken to the treadmill for testing. Mice were run on a 10-degree decline on an Exer-3/6 treadmill (Columbus Instruments) treadmill (UAB Neurobehavioral Core) for 10 min per run. Mice were run in a speed-progressing manner: 5 m/min for 1 min, 6 m/min for 1 min, 7 m/min for 1 min, 8 m/min for 1 min, 9 m/min for 1 min, then finally 10 m/min for 5 min. Immediately after treadmill, mice were again placed in the open-field chambers, and postexercise activity was recorded.

### Quantitative magnetic resonance imaging

To evaluate body composition (fat and lean tissue mass) in vivo, 6-mo male WT and *mir-486* KO mice (10 mice/genotype) were measured using the EchoMRI 3-in-1 composition analyzer (software version 2016; Echo Medical). Individual fat and lean mass measurements were standardized to total body weight, and *mir-486* KO values were statistically compared with WT values using a one-way ANOVA with a Tukey’s post hoc correction.

### Physiological force measurements

The experimental mice were anesthetized with sodium pentobarbital (intraperitoneal injection of 80 mg/kg) for dissection of the extensor digitorum longus (EDL) (euthanasia via pneumothorax). The EDL was maintained ex vivo in a bicarbonate buffer (35°C, equilibrated with 95% O_2_, 5% CO_2_) and assayed for tetanic force per muscle physiological CSA (specific force) as previously described (Alexander et al, 2014). All statistical data were analyzed by one-way ANOVA followed by evaluation of significant treatment effects with Tukey’s HSD post hoc test. The type I error rate was set at *P*-value < 0.05.

### Chimeric eCLIP sequencing library preparation

Whole TA muscles were isolated from male 6-mo-old wild-type and *mir-486* KO mice (n = 3 total samples per genotype; performed in duplicate) and snap-frozen in liquid nitrogen. The samples were processed for chimeric eCLIP sequencing by Eclipse Bioinnovations Inc. Approximately 80 mg of mouse muscles were homogenized by cryogenic pulverization. Samples were then were UV (254 nm) cross-linked twice at 400 mJ/cm2 using Stratalinker 2400 (Stratagene), on a bed of ice. After cross-linking, the samples were sonicated (QSonica Q800R2; QSonica LLC) to shear the genomic DNA into smaller fragments. Ago2 immunoprecipitation using an Ago2 antibody (Eclipse Bioinnovations Inc.) was pre-coupled to anti-mouse Dynabeads (M-280 Sheep Anti-Mouse IgG Dynabeads, 11201D; Thermo Fisher Scientific), added to the homogenized lysate, and incubated overnight at 4°C with gentile rocking. After immunoprecipitation, 2% of the sample was taken as the paired input sample. For chimeric eCLIP experiments, a standardized eCLIP protocol (Van Nostrand et al, 2016) was modified to enable chimeric ligation of the miRNA and mRNA (Manakov et al, 2022 *Preprint*). miRNA-specific chimeric eCLIP was performed by amplifying cDNA using a mouse miR-486a primer and a sequencing adapter-specific primer, after amplification with indexed primers.

### Western blot of immunoprecipitation during AGO2 eCLIP in WT and mir-486 KO cells

A total of 10% of IP samples and 1% of input samples were run on NuPAGE 4–12% Bis-Tris protein gels, transferred to PVDF membrane, and probed with 1:1,000 of AGO2 WB antibody and 1:10,000 TrueBlot anti-Rabbit IgG (HRP) (Rockland Immunochemicals) and imaged with a C300 Imager for 1 min on normal settings using Azure Radiance ECL. Only the region from 85 to 160 kD (protein size to 75kD above) was isolated during chimeric eCLIP.

### Chimeric eCLIP sequencing analysis pipelines and software used

#### Custom scripts

count_aligned_from_sam.py
make_bigwig_files.py
normalize_bedGraph.py
negBedGraph.py
fix_scores.py
Peak_input_normalization_wrapper.py
compress_l2foldenrpeakfi_for_replicate_overlapping_bedformat.pl
compress_l2foldenrpeakfi_for_replicate_overlapping_bedformat_outputfull.pl
overlap_peakfi_with_bam_SE.pl
annotate_peaks_bedformat_wproxdistal_lncRNA.pl
annotate_peaks_fullformat_wproxdistal_lncRNA.pl
make_informationcontent_from_peaks.pl
run_and_parse_IDR.pl
get_reproducing_peaks.pl
merge_idr_entropy.pl

#### Other programs used

Clipper: https://github.com/YeoLab/clipper
FastQC: v. 0.11.5
Cutadapt: v. 1.15
STAR: v. 2.6.0c
Samtools: v. 1.5
bedToBigBed: v. 332
bedGraphToBigWig v. 332
Bedtools: v. 2.26.0
R: v. 3.4.1

#### Python and Python package versions

Python v. 3.6.3::Anaconda v. 4.3.30 (64-bit)
Pysam v. 0.11.2.2
Htseq v. 0.9.1
Numpy v. 1.13.3
Pandas v. 0.21.0
Pybedtools v. 0.7.10
Scikit-learn v. 0.19.1
Scipy v. 1.0.0
Matplotlib v. 2.0.2
Gffutils v. 0.9
Seaborn v. 0.8.0
Statsmodels v. 0.8.0

#### Perl packages used

Statistics::Distributions v. 1.02
Statistics::Basic v. 1.6611
Statistics::R v. 0.34

#### Packages used in Clipper conda environment

Python v. 2.7.11::Anaconda v. 4.3.30 (64-bit)
Bedtools v. 2.26.0
Gffutils v. 0.8.2
HTSeq v. 0.6.1
Matplotlib v. 1.5.1
Numpy v. 1.11.1
Pandas v. 0.21.0
Pybedtools v. 0.7.2
Pysam v. 0.10.0
Samtools v. 1.3.1
Scikit-learn v. 0.17.1
Scipy v. 0.17.0

The entire processing pipeline was performed by using the program Snakemake to procedurally perform all processing steps in order. An alternate conda environment, which is specified within the Snakefile, is used to run the Clipper step because Clipper requires older software versions.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

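Bulk RNA-seq of TA muscles from 4 mdx5cv and 4 WT mice, all 6 mo old, was analysed. The other experiments of the study, which are the mir-486 KO RNA-seq, the chimeric eCLIP-seq and the quantitative PCR, were not analysed here except through the gene lists and figures of the paper. Samples were assigned to groups by their labels, which give genotype and replicate number. Chi-square values per degree of freedom between the reads of replicates ranged from 8.59 to 38.4, so no library was counted as a copy of another.

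The authors deposited a signal per gene, namely read counts divided by a size factor for each sample, in a table of all genes with no filter. The extraction labels describe stranded total RNA libraries with depletion of ribosomal RNA. The methods describe Trim Galore, Salmon, tximport and DESeq2 with the mm10 genome and Gencode release 21 for the mir-486 KO RNA-seq, and the paper's text does not name the tools for the mdx5cv dataset. With versions ignored, 55141 of the gene IDs are in GENCODE M21. Whole reads were recovered from all values (100% whole), and the size factors were equal to median-of-ratios factors recomputed from these reads. Recovered reads per muscle ranged from 13175524 to 14921057. At this depth 13677 genes had a mean normalized count of at least 10.

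The groups were compared with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with lmFit and eBayes with a variance trend, two-sided, and Benjamini-Hochberg adjustment. The fit had no covariate. The values deposited are not the reads themselves, so limma was the main test, and edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads as alternatives. At an adjusted p under 0.05 and an absolute log2 fold change of at least 1, limma called 1861 genes, edgeR 1912 and DESeq2 2496. The DESeq2 count is out of 19561 genes and the other counts are out of 13677, so they are not directly comparable. An adjusted p that DESeq2 left out stayed out of all counts. The eCLIP targets were counted without a minimum fold change, since the paper describes their change as smaller, and were also tested as a set with camera, fry and 10000 random lists matched on mean expression in 50 bins. Lists of the paper were matched by symbol, or by synonym where the symbol had changed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps. Coordinates are those of GENCODE M21 on GRCm38, matched by gene ID.

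The scripts were tested on simulated data. Counts were drawn for the genes with the means and library sizes of these samples, with 200 genes changed by a log2 fold change of 2. The limma test recovered 96.0% of them over 12972 genes, with 3 unchanged genes called and none in the wrong direction. The edgeR test recovered 96.5% over the same 12972 genes, and the DESeq2 test 96.0% over 13677. As many genes were raised as lowered, and limma was given the size factors used to draw the counts. This simulation therefore does not test the choice of scaling or changes as small as those of most eCLIP targets.

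The genes named in the text follow a rule that, like the main test and the alternatives unless stated otherwise, was set before the data were examined. It takes the genes of Table S1, of Fig 4G and H and of Fig 1D (except 1 gene that is not reported here), Dmd, the miR-486 genes, Dock3, Foxo1 and Akt1, Xist, Ddx3y and Eif2s3y, the genes in both RNA-seq columns of Table S3, the 5 largest rises and the 5 largest falls past the threshold with a mean normalized count of at least 100 and no overlap of the groups, and marker lists for macrophages, fibroblasts, regenerating fibers, fast glycolytic fibers, slow fibers, adipocytes, erythrocytes and endothelial cells. Actb, Cbl, Dubr, Alcam and the mitochondrial genes were named after their values or those of related genes were seen. The alternatives were a pseudocount of 0.1 or 10, no filter on low values, a normalized count of at least 10 in every sample, TMM factors, equal totals, centring on the median, no variance trend, the replicate number as a block, each replicate left out in turn, edgeR and DESeq2, an absolute log2 fold change of at least 2, and fry or an estimated correlation for the set test. A fit without mitochondrial genes, a loess correction for GC content and transcript length, and counts by direction alone were added after the data were seen. Genes that share reads with near-identical copies, such as H2-Q6 and H2-Q7, were left in and are uncertain. Whether the authors' counting used the strand is not stated, so overlapping antisense genes are uncertain too. No matching symbol was found for Mir486b. No overlap tests were run on Table S3, because the copy used here holds fewer genes than the paper's total.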

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

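The tests of the explanations for mdx5cv replicate 4 were chosen after its values were seen, as was the correction for GC content and transcript length, and the other tests in this part before. For 174 sets of 4 samples (the named genes tested except those on a marker list alone, the marker lists and the library measures, each in WT and in mdx5cv), the gap of the highest or lowest sample to its nearest neighbor was compared with the range of the set. In 20 of the sets 1 sample stood apart from the other 3 beyond Dixon's critical value, where chance gives about 8.7. Genes that move together are not independent, so a few muscles can bring several of these.

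Of these 20, 7 are of mdx5cv replicate 4. It had the lowest log2 normalized counts of the 4 mdx5cv muscles for *Phtf2* (10.45, the others from 10.92 to 10.94), *Ttn* (20.40, others from 20.74 to 20.77), *Myh4* (18.19, others from 18.78 to 18.87), *Actn3* (15.07, others from 15.60 to 15.70) and *Smox* (8.70, others from 9.67 to 9.80). The median log2 deviation of its fast glycolytic fiber list from the WT mean was -0.85, against -0.24 to -0.19 in the others, and 22316 genes had reads in it, against 21316 to 21429. This muscle had 13594528 recovered reads, within the range of the other mdx5cv muscles, so a difference in depth does not account for it. The regenerating fiber list was highest in this muscle, with a median log2 deviation from the WT mean of 5.74 against 4.05 to 5.07 in the other 3, but its distance to them was smaller than their own range, so that a larger share of regenerating fibers cannot be told apart from ordinary variation with 1 muscle. The macrophage list (3.90, others from 2.60 to 2.90), the fibroblast list (1.87, others from 1.05 to 1.37) and the slow fiber list (2.49, others from 1.52 to 1.94) lay above the other 3 by more than their range, the last of these no longer without *Myl2*. The adipocyte, endothelial and erythrocyte lists did not lie apart in this way. More severe disease in this mouse stays open, since 1 muscle does not decide it.

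In mdx5cv replicate 1, *Myl2* had no read (log2 value 0.00, others from 4.62 to 5.14) and *Myl3* was at 2.49 (others from 5.61 to 5.73). Without *Myl2*, the slow fiber list of this muscle lay at a median log2 deviation of 1.53 from the WT mean, against 1.79 to 2.66 in the other mdx5cv muscles. The distance to them was smaller than their own range, but the genes of the list went both ways. *Myh7* had a normalized count of 19.5 in this muscle, against 125, 176 and 230.1 in the other mdx5cv muscles, whereas *Tnnt1*, *Tnni1*, *Tnnc1* and *Atp2a2* were not lowest in it. Fewer slow fibers therefore cannot be told apart from ordinary variation with 1 muscle. Leaving it out turned the log2 fold change of *Myl2* from -0.98 to 0.25.

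Another 5 are of WT replicate 4, which had the fewest recovered reads of the WT muscles (13862559). In it, *Phtf2* was lowest (10.82, with the highest of the others at 11.03), *Actc1* highest (10.51, others from 9.60 to 9.66), *Dusp26* lowest (8.70, others from 9.10 to 9.15), *Mymk* at 1.04 from 1 read where the others had none, and *Ttn* held 14.35% of the reads against 12.77% to 12.90%. The remaining sets were of other muscles, with at most 2 in each. *Tnnc2* was lowest in WT replicate 2 (15.00, others from 15.48 to 15.51), *Nlrc5* in WT replicate 3 (5.39, others from 5.84 to 5.91), *Gm19503* in WT replicate 3 (0.00, others from 1.04 to 1.10, which stand for 1 read each) and *Cblb* in WT replicate 1 (8.11, others from 8.45 to 8.51). *Bhlhe40* was highest in mdx5cv replicate 3 (10.41, others from 10.21 to 10.22) and *Mmp9* lowest in mdx5cv replicate 2 (3.62, others from 5.06 to 5.36). No explanation was tested for WT replicate 4 or for these.

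Large rises also appeared in genes that the text of the paper does not discuss. The log2 fold changes were 7.28 for *Mymk* (listed under an older symbol in the mir-486 KO column of Table S3), 7.05 for *Mmp12*, 6.89 for *Gm19503*, 6.02 for *Myh3* and 5.85 for *Gm28653*. All 4 mdx5cv muscles were above all 4 WT muscles for each. *Mymk* and *Gm19503* had at most 1 read in each WT muscle, so their fitted values depend on the pseudocount. *Mymk* and *Myh3* are on the regenerating fiber list, whose 6 genes were all higher, with a median log2 fold change of 4.88, or 4.43 with *Mymk* and *Chrng*, which had at most 1 read in each WT muscle, at their lower bound. The authors' normalization was weighed against the larger number of higher than lower genes as a whole. Among TMM factors, equal totals and centring on the median, the lowest share of higher genes past the threshold was 68.5%, and it was 76.2% after a correction for GC content and transcript length, so neither explains that there are more higher genes. Of the 35 splits of the 8 samples into 4 and 4, only the real one (1 of 35) gave as many higher genes, as many lower genes or as many genes with an adjusted p under 0.05. Among the 34 other splits, at most 1 gene had an adjusted p under 0.05. The counts for the eCLIP targets lower or higher and for the mir-486 KO list (1 of 35 each) follow from this and are no separate evidence on these lists. The same count for the mdx5cv list (1 of 35) decides nothing, since that list was chosen on these samples. A response of the muscle to the *Dmd* mutation stays open as a hypothesis.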

How the results depend on the processing

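Counts by direction alone, the fit without mitochondrial genes and the correction for GC content and length were chosen only after the result was seen. The number of genes with an adjusted p under 0.05 stayed within 1.5 times its value of 5597 under every alternative run, from 4609 to 6339. The camera p of the eCLIP target set stayed above 0.05 and in the lower direction under every alternative run, from 0.0804 to 0.555. The mdx5cv list stayed within 1.5 times its count, from 147 to 198.

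Scaling to equal totals gave 2329 higher and 202 lower genes, against 1414 and 447, and 4 higher and 1 lower eCLIP targets, against 2 and 8. It raised the median log2 fold change of all genes by 0.36, and 1616 of the 1861 genes past the threshold kept their call. The totals of normalized counts had a mean of 15891278 in WT and 12424402 in mdx5cv, and why they differed was not tested. Scaling to equal totals removes this difference, which moves all genes about alike. Under it the log2 fold changes of *Eif4g1* (0.0025), *Bin1* (0.22), *Camk2a* (0.27), *Phtf2* (0.20), *Ttn* (0.0306), *Myh4* (0.29), *Klf15* (0.0586), *Mrtfb* (0.36), *Ddx3y* (0.12) and *Eif2s3y* (0.0659) turned positive, all at or below the shift. Of the 70 named genes tested, without those on a marker list alone, 8 others lost their call and 8 gained one. Of the 40 genes on a marker list alone, 6 lost and 1 gained their call, and *Pvalb* (0.23), *Mylk2* (0.26) and *Dcn* (0.12) turned positive. Centring on the median lowered the share of higher genes from 76.0% to 68.5% and turned *Mrtfa* (-0.0113) and *Foxo1* (-0.027) negative.

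Without a filter on low values, 28501 genes were tested, 2202 were higher, 4 eCLIP targets were lower, and 7 genes of Fig 4G and H moved as in mir-486 KO, against 4. DESeq2, which also tested more genes, gave 7 as well. Requiring a normalized count of at least 10 in every sample removes genes near 0 in 1 group, and gave 729 higher and 275 lower genes, 1 higher eCLIP target and 41 genes of the mir-486 KO list. At an absolute log2 fold change of at least 2, 600 genes were higher and 85 lower. At 1, 1 eCLIP target was higher and 0 were lower. Of the 14 targets with a negative sign, 8 had an adjusted p under 0.05 with no minimum fold change. Without a minimum fold change, 103 genes of the mir-486 KO list were called, against 67. Counting eCLIP targets by direction alone gave 14 lower and 4 higher. *Mrtfb*, with a log2 fold change of -0.001, was at 0.0047 in edgeR and 0.00 in DESeq2. *Mrtfa* was at -0.13 after the correction for GC content and length.

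Leaving out each replicate in turn gave from 3 to 9 lower eCLIP targets, with 3 without WT replicate 1 or WT replicate 3, 4 without mdx5cv replicate 1, and 5 without WT replicate 4 or mdx5cv replicate 4. Fewer samples were fitted. The other counts stayed within 1.5 times. Of the same 70 genes, 6 lost and 8 gained their call and 5 changed sign in at least 1 of the 8 fits. The log2 fold changes of those that changed sign ranged from -0.28 to 0.0856 for *Camk2a* and -0.22 to 0.0881 for *Myh4* (both positive without WT replicate 4 or mdx5cv replicate 4), -1.46 to 0.25 for *Myl2* (positive without mdx5cv replicate 1), -0.0962 to 0.27 for *Mrtfa* (negative without WT replicate 2) and -0.0551 to 0.0689 for *Mrtfb*. Of the 40 genes on a marker list alone, 3 lost their call (*Adipoq*, *Hba-a1* and *Tnnt3*) and 4 gained one (*Dcn*, *Hba-a2*, *Hbb-bt* and *Myh7*), and *Pvalb* (0.043) and *Mylk2* (0.0536) turned positive without mdx5cv replicate 4.

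The labels give both groups the replicate numbers 1 to 4. The correlations of the deviations of same-numbered muscles from their group means were 0.0501, 0.0309, 0.0722 and 0.146, so the numbers were not taken to pair the muscles. With the replicate block, 1428 genes were higher and 454 lower, 9 eCLIP targets were lower and 3 higher, and no named gene lost its call.

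*Mir486*, *Xist*, *Dock3*, *Cuzd1*, *Gys2*, *Cda*, *Ces2c* and *Cyp2c23* (listed as Cyp2c44 in Fig 4G) had mean normalized counts under 10 and were not tested with the filter on low values. The libraries were not of small RNA, so the reads on *Mir486* are no measure of mature miR-486. Few reads on *Xist* go with the male mice that the paper describes and with the reads on *Ddx3y* of chromosome Y. For the other genes, whether depth was the reason was not tested.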

Differences from the paper's values

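Table S2 gives 14 eCLIP targets down in mdx5cv, as the paper's value, whereas 8 of the 18 targets were lower here at an adjusted p under 0.05. None of the alternatives set before the data were examined brought the count within 1.5 times of the paper's. TMM factors, centring on the median, the replicate block, DESeq2 and leaving out mdx5cv replicate 2 came closest, at 9. Counting the targets by the direction of the log2 fold change alone, which was chosen after seeing the values, gave 14. These are not the same genes as the 14 eCLIP targets in the mdx5cv column of Table S3. That column includes *Mt2* and *Lamp2*, which were higher here.

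Table S2 also gives 16 targets of the mir-486 KO list as down in mdx5cv, as the paper's value, and 24 genes of the list were lower past the threshold here, 1.5 times as many. The copy of Table S3 used here holds 202 genes in that column against the paper's 204. With a pseudocount of 10 the count was 18, and with equal totals or a normalized count of at least 10 in every sample it was 14. Other settings moved it farther from the paper's value, up to 31 with no filter on low values or in DESeq2. No setting run gave 16 for this count, and without a minimum fold change it was 43. The number of genes that the mir-486 KO and mdx5cv columns of Table S3 share is 16, of which 9 were lower and 7 higher here. The number of eCLIP targets in the mdx5cv column is 14, among them *Mt2* and *Lamp2*, which were higher here. These numbers equal the paper's values of 16 and 14, and the title of Table S2 speaks of overlapping transcripts. The paper's values may therefore count shared genes in either direction, and the comparisons with numbers of lower genes may not be like for like.

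In Fig 5G the qPCR heat map shows *Tnnc2* as higher in mdx5cv, and here its log2 fold change was -0.58 (limma, adjusted p = 0.0259). In Fig 1D the qPCR of 6-mo-old TA muscle shows *Utrn* and *Mmp9* as higher. Here they were not called, with log2 fold changes of 0.26 and 0.98, but *Mmp9* was called in edgeR (adjusted p = 0.0468), under equal totals and without WT replicate 2 or mdx5cv replicate 2, and *Utrn* under equal totals and without WT replicate 4. Fig 1D shows *Mrtfa* as lower, and its log2 fold change was 0.08 here (limma, adjusted p = 0.751). *Mrtfa* was lower, without a call, after centring on the median (-0.0113), without WT replicate 2 (-0.0962) and after the correction for GC content and length (-0.13), which was chosen after seeing the values. *Tnnc2* was negative under every alternative run, and closest to 0 under equal totals, at -0.22, where it was not called. It was also not called without WT replicate 1, 3 or 4, without mdx5cv replicate 1, with no filter on low values or after the correction for GC content and length. The adjusted p of *Mmp9* ranged from 0.0075 to 0.194 over the alternatives. The text states that MyoD and SRF signaling factors were decreased with disease progression, from qPCR of several muscles and ages. Here, in TA muscle at 6 mo alone, *Srf* was lower, with a log2 fold change of -0.55, but *Myod1* and *Myog* were higher, at 1.44 and 3.14. The legend of Fig 1D names no reference transcript. *Actb*, the reference in Fig 5G, had a log2 fold change of 1.25 here, so values relative to it would be lower than these. The colors of the heat maps were read by eye.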

Other observations

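The tests of the mitochondrial rRNAs and of the fast glycolytic fiber list in this part were chosen after the result was seen, and the other tests before. The patterns themselves were found in the same data, so each explanation is a hypothesis.

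*Cblb* had 241, 331, 316 and 329 reads in the 4 WT muscles and 0 in each of the 4 mdx5cv muscles. It was the 1 gene without any read in mdx5cv among the 6 genes that had at most 3 reads in every mdx5cv muscle and a normalized count of at least 20 in every WT muscle, and the next of these had a mean of 113.7 in WT. A total of 23 genes were at such a floor in WT and above 20 in every mdx5cv muscle. *Cblb* lies on chromosome 16 from 52031225 to 52208048 (GRCm38). The nearest expressed neighbors were not lost. *Dubr* had normalized counts of 61.3 ± 9.64 in WT and 69.0 ± 10.5 in mdx5cv (SD, n = 4), a log2 ratio of 0.17, and *Alcam* had 15.2 ± 2.99 and 100.6 ± 52.6, so a deletion that reaches either neighbor is excluded. The paralog *Cbl* gained 249 normalized counts, 74.6% of the 334 that *Cblb* lost, but 0% of the 10556 words of 31 bases in the Cblb transcripts occur in Cbl transcripts, so reads of *Cblb* could not have been assigned to *Cbl*, and likeness of the 2 sequences is excluded. A change within *Cblb* itself that the mdx5cv mice carry may account for the loss, as a hypothesis that values per gene cannot test. The paper's text does not discuss *Cblb*.

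Mitochondrially encoded transcripts were lower in mdx5cv. The 12 mitochondrial mRNAs tested had a median log2 fold change of -1.28, ranging from -2.34 to -0.65, and 11 had an adjusted p under 0.05 in limma. The 7 mitochondrial tRNAs tested had a median of -1.65, whereas the 2 mitochondrial rRNAs were at -0.62 and -0.60 without passing an adjusted p of 0.05. Under equal totals the medians were -0.92 for the mRNAs and -0.25 for the rRNAs, and all 12 mRNAs, 7 tRNAs and 2 rRNAs stayed negative. Unequal depletion of ribosomal RNA would have lowered the rRNAs alone, and the mRNAs fell further than they did. The fast glycolytic fiber list had a median log2 fold change of -0.38, with a lowest value of -0.74 and a median of -0.21 without mdx5cv replicate 4, so a lower share of fiber RNA does not explain the whole fall. The macrophage, endothelial, adipocyte and erythrocyte lists moved in opposite directions, which a lower share of fiber RNA alone would not give. The 92 nuclear genes of the respiratory chain had a median log2 fold change of -0.64, below all 10000 random lists matched on expression, and 89 of them were negative (84 under equal totals, with a median of -0.28). This is consistent with lower expression of respiratory chain genes of both genomes, but fewer mitochondria, a shift in fiber type or the regeneration of fibers could give the same values and were not tested.

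The marker lists moved as follows. All 8 macrophage genes were higher, with a median log2 fold change of 3.07, and *Lyz2*, the most abundant of them, rose from a normalized count of 243 ± 49.0 to 3285 ± 1416 (SD, n = 4). Of the fibroblast genes, 6 of 7 were higher, with a median of 1.35, and *Dcn* was not called, at -0.24, but was called at -0.49 without WT replicate 4 and was at 0.12 under equal totals, and *Col1a1* is also listed in Table S3 and Fig 4H. Slow fiber genes had a median of 1.68, with 5 of 6 positive and 4 called, namely *Tnnt1*, *Tnni1*, *Tnnc1* and *Atp2a2*. *Myh7* was not called (limma, adjusted p = 0.111), *Myl2* was at -0.98, and *Myl3*, which is not on the list, was at -3.56. The genes thus went both ways, and the list does not show that there were more slow fibers. Fast glycolytic fiber genes had a median of -0.38, which was -0.21 without mdx5cv replicate 4 and -0.02 under equal totals, where 3 of the 6 were positive. Endothelial, erythrocyte and adipocyte genes were lower, with medians of -0.74, -0.84 and -1.87, and stayed negative under equal totals, at -0.38, -0.48 and -1.54. *Pygm*, *Myh4* and *Actn3* of the fast glycolytic fiber list are eCLIP targets too. Apart from *Mymk* and *Chrng*, each of the 48 genes of the lists had a mean normalized count of at least 13.3 in WT muscle.

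For *Tnnc2*, whose direction relative to *Actb* in the paper's qPCR heat map is opposite to the one here, a lower level of *Actb* in mdx5cv was tested as a cause. *Actb* had a log2 fold change of 1.25 (limma, adjusted p = 0.000120), so it was higher. Relative to *Actb*, *Tnnc2* would be at -1.83 on the log2 scale, farther from the qPCR.

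*Ttn* had a lower count in all 4 mdx5cv muscles than in any WT muscle, a log2 fold change of -0.33, but an adjusted p of 0.638 in limma. Whether mitochondrial genes set the variance trend at its abundance was tested by leaving them out, and its adjusted p was 0.659. Without the trend it was 0.0531, in edgeR 0.222 and in DESeq2 0.00875, with a range of 0.00875 to 0.911 over the alternatives. *Ttn* was thus called in DESeq2 and in none of the other alternatives run. Leaving out the trend alone lowered the adjusted p from 0.638 to 0.0531 at the same log2 fold change of -0.33. The variance trend therefore accounts for much of the high adjusted p, although *Ttn* was not called without it either. Why the trend gave *Ttn* a high variance was not tested beyond the mitochondrial genes.

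The mdx5cv column of Table S3 lists 188 genes that are not eCLIP targets, all among the first 504 genes by DESeq2 p in these samples. None of them had a DESeq2 log2 fold change above 2.05, although 267 of the first 504 genes did. The legend of Table S3 gives a threshold on the adjusted p, and the copy read here ends within the statement that follows it, so whether the direction entered the choice is not known here.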
